# PSME3 regulates migration and differentiation of myoblasts

**DOI:** 10.26508/lsa.202503208

**Published:** 2025-06-19

**Authors:** Kenneth D Kuhn, Ukrae H Cho, Martin W Hetzer

## Abstract

The acquisition of cellular identity requires large-scale alterations in cellular state. The noncanonical proteasome activator PSME3 is known to regulate diverse cellular processes, but its importance for differentiation remains unclear. Here, we demonstrate that PSME3 binds dynamically to highly active promoters over the course of differentiation. However, loss of PSME3 does not globally affect mRNA transcription. We find instead that PSME3 influences the levels of several adhesion-related proteins and acts upstream of the HSP90 co-chaperone NUDC to regulate cell motility and myoblast differentiation in a proteasome-independent manner. Our findings reveal several new facets of PSME3 functionality and highlight its importance for the differentiation of myogenic cells.

## Abstract (precis)

The noncanonical proteasome regulator PSME3 binds extensively to active promoters in undifferentiated myoblasts and regulates both cell migration and myotube formation during myogenesis.

## Introduction

Differentiation requires the coordinated restructuring of diverse cellular systems. Critical to this process are changes in nuclear organization, which have long been known to be influenced by the activity of the proteasome (McCann & Tansey, 2014). Indeed, the proteasome has such an intimate role in chromatin dynamics, including the modification of histones and initiation of transcription, that one of its components was originally mistaken for a member of the RNA polymerase II (RNAPII) holoenzyme (Kim et al, 1994; Muratani & Tansey, 2003). The proteasome consists of a proteolytic core capped on either end by a regulatory subunit, the best-studied of which is the ubiquitin-binding 19S complex. However, other subunits have been found to play similarly important roles in regulating nuclear processes. Among these is proteasome activator complex subunit 3 (referred to here as PSME3, though also known as PA28γ, 11S REGγ, or Ki nuclear autoantigen) (Cascio, 2021).

PSME3 is a nuclear, homoheptameric protein whose function has been linked to the organization of the nuclear speckle, Cajal body, and promyelocytic leukemia body (Cioce et al, 2006; Baldin et al, 2008; Zannini et al, 2009; Jonik-Nowak et al, 2018). PSME3 has also been shown to interact with several important regulators of the cell cycle including p16, p19, and p21, as well as the transcriptional regulators c-Myc, KLF2, SMURF2, NF-κB, and LATS1/2 (Chen et al, 2007; Nie et al, 2010; Li et al, 2015; Sun et al, 2016; Xu et al, 2016; Wang et al, 2018). Because of these functions, loss of PSME3 is associated with G1 arrest in cultured cells and impaired growth rates in mice (Murata et al, 1999; Masson et al, 2001; Barton et al, 2004; Chen et al, 2017). Conversely, PSME3 is frequently overexpressed in various cancer cell lines and associated with accelerated cell division, metastatic potential, and reduced rates of apoptosis (Mao et al, 2008; Lei et al, 2020). Though PSME3 is often understood to operate through the degradation of target proteins, only a small portion of the PSME3 population is associated with the core proteasome (Fabre et al, 2014; Welk et al, 2016). In fact, several of its functions are carried out in a proteasome-independent manner. Through an unknown mechanism, PSME3 can induce mitotic arrest, regulate p53 levels, and maintain global chromatin compaction even when prevented from interacting with the proteasome (Zannini et al, 2008; Zhang & Zhang, 2008; Fesquet et al, 2021).

Although PSME3 performs diverse functions in systems critical for differentiation, the mechanisms by which it drives cell identity acquisition are only beginning to be understood. It was recently found that loss of PSME3 impairs T-cell maturation and triggers the differentiation of Th17 cells by altering the cell surface protein profile of dendritic cells (Barton et al, 2004; Zhou et al, 2020). In addition, suppression of PSME3 expression biases bone marrow stromal cells toward an adipogenic rather than osteogenic fate, and mice lacking PSME3 display corresponding bone-healing defects (Chen et al, 2024). Given these findings, we hypothesized that PSME3 may be important for the differentiation of other cell types, such as those found in the muscular system.

To investigate this possibility, we used C2C12 myoblasts, which can be differentiated into syncytial myotubes upon withdrawal of serum, to interrogate multiple stages of differentiation (Yaffe & Saxel, 1977; Blau et al, 1983). We find for the first time that PSME3 binds extensively to the chromatin at highly active promoter regions, likely through an association with the protein RNAPII regulator RPRD1A. Surprisingly, however, PSME3 depletion has no global effect on gene expression. Instead, we discover that PSME3 interacts with HSP90 co-chaperone NUDC and regulates the levels of cell adhesion– and migration-related proteins. As a result, myoblasts lacking PSME3 display accelerated migration and impaired myogenesis. Finally, we show that although PSME3 requires NUDC to perform these functions, it acts independently of the proteasome, thereby establishing PSME3 as a novel regulator of myoblast differentiation.

## Results

### PSME3 binds to highly active promoters before differentiation

Previous studies have established a role of PSME3 in maintaining the integrity of a variety of nuclear structures. In particular, PSME3 was found to associate with several heterochromatic regions and maintain their compacted state (Fesquet et al, 2021). We sought to extend this work by globally investigating the binding of PSME3 to genomic regions across differentiation. To test whether PSME3 associates with chromatin in C2C12 myoblasts, we performed Cleavage Under Targets & Release Using Nuclease (CUT&RUN) against the endogenous population of PSME3. 

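CUT&RUN cuts and releases the DNA around a protein that an antibody has bound in permeabilized cells, so that sequencing the released fragments maps where the protein sits. The cells were C2C12, a mouse myoblast line, grown in 20% FBS and frozen without fixation in 10% DMSO. The libraries of cycling cells analysed here were 3 replicates with the PSME3 antibody and 3 with the H3K4me3 antibody. IgG libraries were not analysed here. The authors trimmed the reads, aligned them with Bowtie2 and called peaks with MACS2, once per replicate and once on the 3 replicates in aggregate. Each deposited list gives the position of every peak, its fold enrichment over background, and the -log10 of its p-value and q-value, and every listed peak has a q-value under 0.1. The lists hold no read numbers, so the sequencing depth is unknown and fold enrichment was compared only within a list. The H3K4me3 lists held 18077, 40999 and 19365 peaks in replicates 1, 2 and 3, with median widths of 1781, 662 and 1784 bp. Peak positions are those of the deposited lists. In the part held of the paper's ChIPseeker tables, the first 1999 peaks each for PSME3 and H3K4me3, the gene positions overlapped those of the mouse build GRCm38.p6 for 3868 of the 3870 peaks with a matching gene symbol, and genes were taken from that build. Peaks counted as overlapping when they shared at least 1 bp.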

Surprisingly, we found that PSME3 associates extensively with the chromatin at over 5,000 distinct regions in cycling myoblasts (Fig 1A and B). 

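The pooled list held 5812 PSME3 peaks, with a median width of 431 bp. The replicate lists held 1200, 776 and 3070 peaks in replicates 1, 2 and 3, a mean of 1682 ± 1220 (SD, n = 3). H3K4me3 gave 26147 ± 12878 peaks (SD, n = 3), more than PSME3 in every replicate (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 libraries allow). Of the pooled PSME3 peaks, 897 overlapped a peak of replicate 1, 702 one of replicate 2 and 2618 one of replicate 3. In all, 228 pooled peaks (3.92%) were found in all 3 replicate lists, 837 (14.4%) in at least 2, and 2660 (45.8%) in none. Replicate 3 was the only list with an overlapping peak for 1815 of them. For H3K4me3, 80.5% of the 23663 pooled peaks were found in at least 2 replicate lists. Requiring at least 2 replicates moved the number of PSME3 peaks most of the alternatives run, and 3037 pooled peaks had a q-value of at most 0.01. Without replicate 3, 1337 pooled peaks overlapped a peak of a remaining replicate. Among peaks found in all 3 replicates, the highest fold enrichment, 20.1, was at chromosome 7 from 127477459 to 127479228, at the boundaries of Prr14 and Fbrs. This peak also overlapped a PSME3 peak in all 4 day 2 lists described below. Binding of PSME3 there cannot be told from a signal that does not depend on the antibody. The next peaks by fold enrichment lay within Gm30821 on chromosome 18 (8.79) and Gm36876 on chromosome 11 (6.96), then at boundaries of Rab11fip5 and 4933423K11Rik on chromosome 6 (6.68) and of Yif1a on chromosome 19 (6.58). The peaks within Gm30821 and Gm36876 had no H3K4me3 peak in the pooled list. In the region of chromosome 5 drawn in Fig 1A, PSME3 peaks lay at gene boundaries of Abhd11 (135008887 to 135010099, fold enrichment 4.06), Tbl2 (135149040 to 135149803, 6.16), Bcl7b (135168490 to 135168876, 3.11) and Baz1b (135186850 to 135187486, 3.01). The peaks at Abhd11 and Tbl2 were found in 3 replicate lists, that at Bcl7b in 1 and that at Baz1b in 0.

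**Figure D1:**
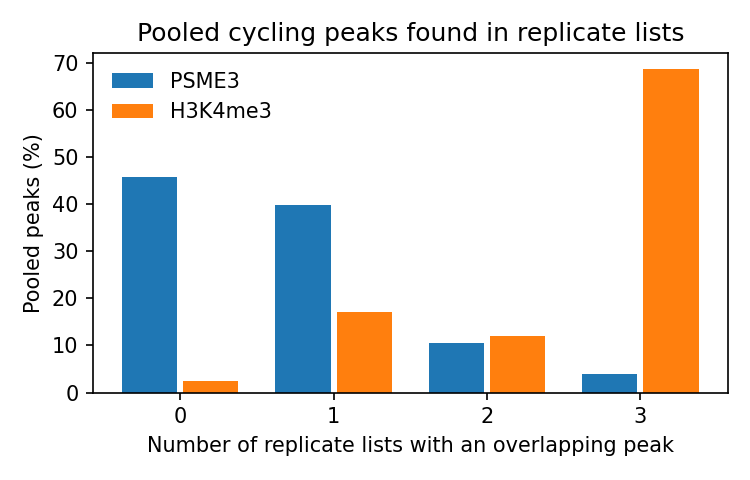
Percent of the pooled cycling peaks of PSME3 (blue bars) and H3K4me3 (orange bars) that overlap a peak in 0, 1, 2 or 3 of the replicate lists. For PSME3, 45.8% of pooled peaks overlap no replicate peak, against 2.48% for H3K4me3.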

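In the pooled lists of cycling cells, 5441 PSME3 peaks overlapped an H3K4me3 peak, or 93.6% (exact 95% Clopper-Pearson interval 93.0 to 94.2%, counting error only), and 371 did not. Seen from the mark, 5267 pooled H3K4me3 peaks (22.3%) overlapped a PSME3 peak. Within each replicate, 78.2%, 95.5% and 94.8% of the PSME3 peaks of replicates 1, 2 and 3 overlapped an H3K4me3 peak of the same replicate number, a mean of 89.5% ± 9.80 (SD, n = 3). The H3K4me3 peaks that overlapped a PSME3 peak had a median H3K4me3 fold enrichment of 13.5 in the pooled list, against 3.41 for the 18396 others, a difference of 1.99 on the log2 scale. They were also wider, with a median of 2852 bp against 1233 bp. Among peaks of like width, averaged over 10 width classes, the difference was 0.063 on the log2 scale. In the replicates the difference without that matching was 0.45, 1.85 and 1.48 on the log2 scale, a mean of 1.26 ± 0.72 (SD, n = 3; two-sided exact sign-flip permutation test, p = 0.25, the smallest p that 3 replicates allow). Of the PSME3 peaks without H3K4me3, those with the highest fold enrichment lay inside genes. Besides those within Gm30821 and Gm36876, they were within Jarid2 on chromosome 13 from 44869567 to 44870011 (6.42), within Cmss1 and Filip1l on chromosome 16 from 57391263 to 57391669 (6.26) and within Gm46595 on chromosome 17 from 70963652 to 70963890 (5.89). All 5 were found in 3 replicate lists. In the order named, they also overlapped a PSME3 peak in 3, 4, 2, 4 and 3 of the 4 day 2 lists described below. Support in 3 replicates therefore does not tell binding of PSME3 from a signal that does not depend on the antibody.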

A large majority of these peaks were found to be co-positive for the active promoter mark H3K4me3. Furthermore, PSME3 showed an even stronger preference for promoter-proximal regions (<= 1 kb) than H3K4me3, mainly at the expense of binding to gene bodies or intergenic regions (Fig 1C). 

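The gene table used here gives the start and end of each gene without its strand, so a peak was counted as promoter-proximal when it lay within 1 kb of either gene boundary, which includes the 3′ ends of genes. By this measure 3450 pooled PSME3 peaks (59.4%, exact 95% interval 58.1 to 60.6%) and 12400 pooled H3K4me3 peaks (52.4%, interval 51.8 to 53.0%) lay near a boundary, a difference of 6.96 percentage points (two-sided Fisher's exact test, p = 1.28e-21; the test compares these lists, since peaks are not replicates). Away from boundaries, 27.6% of PSME3 and 31.1% of H3K4me3 peaks lay inside genes, and 13.1% and 16.5% lay outside them. Per replicate, the share near a boundary was 53.8%, 69.6% and 68.5% for PSME3 and 63.9%, 36.2% and 60.5% for H3K4me3 in replicates 1, 2 and 3. The means were 64.0% ± 8.86 (SD, n = 3) and 53.5% ± 15.1 (SD, n = 3), a difference that the spread between replicates covers (two-sided exact permutation test, p = 0.5). The difference of the means was 20.7 percentage points without replicate 1 and -1.09 without replicate 2. When only the H3K4me3 peaks with the smallest q-values were compared, as many as there are PSME3 peaks, 93.4% of these lay near a boundary. The order was then reversed, with the PSME3 list left uncut. By the peak centre, an alternative added after that value was seen, the reversal was smaller (70.2% against 57.4%). Over all pooled peaks, PSME3 kept the higher share by 16.1 percentage points with the peak centre and 8.24 with a distance of 3 kb. The difference was 8.36 with protein-coding genes and 8.41 with a q-value of at most 0.01. From the annotation in Fig 1C, the paper states that PSME3 prefers promoter-proximal regions more strongly than the mark does.

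**Figure D2:**
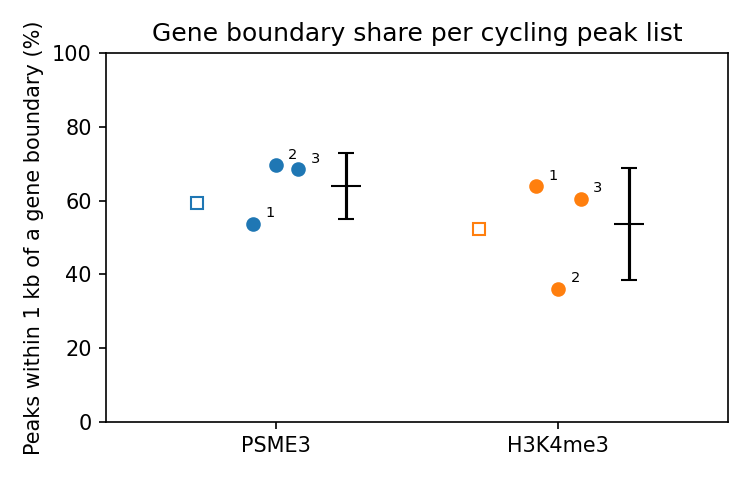
Percent of peaks within 1 kb of a gene boundary in each cycling peak list, for PSME3 (blue) and H3K4me3 (orange). Open squares are the pooled lists, numbered points the replicates, and black bars the mean and SD of 3 replicates. H3K4me3 replicate 2 is the lowest at 36.2%.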

Of all transcriptionally active promoters, those bound by PSME3 are on average roughly 50% more active than those that lack PSME3 (Fig 1D).

**Figure 1.**
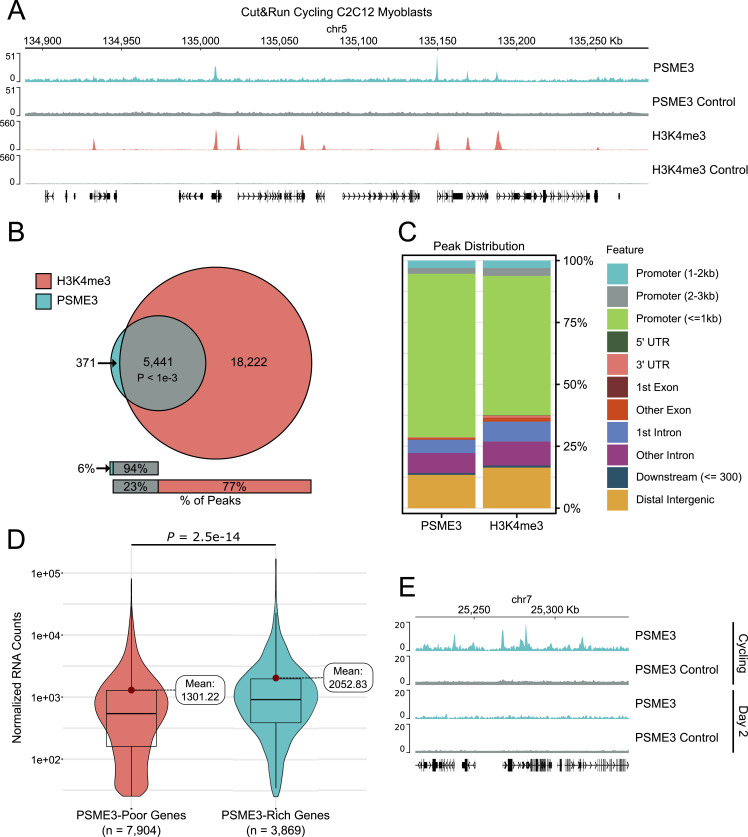
PSME3 dynamically binds to highly active promoters in cycling myoblasts. **(A)** CUT&RUN was performed in cycling C2C12 cells using antibodies targeting PSME3 or H3K4me3 to measure their position on the chromatin. Three biological replicates were performed and are represented here in aggregate. **(B)** Peaks were called using MACS2 for both PSME3 and H3K4me3, and their colocalization was measured. The likelihood of this level of colocalization by chance alone was determined by a permutation test with 1,000 permutations (Gel et al, 2016); *P*-value achieved the minimum possible value of 9.99 × 10^−4^ and z-score of 403.961. **(C)** PSME3 and H3K4me3 CUT&RUN peaks were annotated with ChIPseeker for the type of region in which they reside. **(D)** RNA sequencing was performed on cycling C2C12 cells. Active genes that possess a PSME3 peak were separated from those that did not, and expression levels were analyzed. Data are collected with three biological replicates per condition and were analyzed with a Welch two-sample *t* test. **(E)** CUT&RUN was performed additionally in Day 2 differentiated C2C12 cells using an antibody targeting PSME3. **(A)** Each track is the result of a single replicate, and the cycling replicate is drawn from those represented in panel (A). Source data are available for this figure.

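The permutation test was repeated on the pooled lists by placing the PSME3 peaks at random, with their widths kept, over the span of each chromosome that any of the lists covers. Over 1000 placements, 137 ± 11.6 PSME3 peaks (SD of the placements) overlapped an H3K4me3 peak by chance, and at most 177 did. The observed number lay at a z-score of 457 (one-sided permutation test, p = 0.001, the smallest p that 1000 placements can give). Keeping each peak on its own chromosome gave a z-score of 423, and shifting all peaks of a chromosome by one random offset gave 322. The z-score depended on which PSME3 peaks were kept. It was 219 for the 1337 peaks left without PSME3 replicate 3 and 166 for the 837 peaks of at least 2 replicates. These sets hold fewer peaks, which lowers a z-score by itself. Their overlap with H3K4me3 peaks was no lower, at 96.2% and 97.6% against 93.6% for all pooled peaks. The highest z-score, 509, came with an overlap of at least 50% of the PSME3 peak. In the replicates, the z-scores were 214, 158 and 379 for replicates 1, 2 and 3.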

To determine whether PSME3 exchanges its binding sites as differentiation progresses, we performed CUT&RUN in myoblasts that had differentiated for 2 d. In contrast to cycling cells, Day 2 cells displayed a near-complete absence of PSME3 at the chromatin (Fig 1E). 

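For these cells the medium was changed to 2% horse serum at confluency, and they were collected 48 h later. Each of 4 preparations gave 1 PSME3 library and 1 H3K4me3 library: fresh or frozen cells, each either native or crosslinked for 5 min in 0.1% formaldehyde. With 1 library per preparation there is no replicate error, and no test between preparations was made. The cycling cells had been frozen without crosslinking, so the frozen native preparation is the one that matches them. Peaks were called by the authors per library with MACS2, and the lists hold the same columns as those of the cycling cells. The H3K4me3 lists held 14372 peaks in fresh native, 20203 in fresh crosslinked, 15431 in frozen native and 20245 in frozen crosslinked cells.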

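The PSME3 list of frozen native day 2 cells held 186 peaks, fewer than any of the cycling replicates, whose smallest list held 776. Fresh native day 2 cells gave 23 PSME3 peaks. Set against the H3K4me3 list of the same preparation, PSME3 peaks amounted to 1.21% of the H3K4me3 peaks in frozen native and 0.160% in fresh native cells. Cycling replicates 1, 2 and 3 held 1200, 776 and 3070 PSME3 peaks, against 18077, 40999 and 19365 H3K4me3 peaks. On this scale, cycling replicate 2 lay nearest to the frozen native day 2 cells, and replicates 1 and 3 lay farther above them. Replicate 2 held the fewest PSME3 peaks of the cycling replicates, but also the most H3K4me3 peaks. Of these, 21761 overlapped no H3K4me3 peak of the other replicates, and their median fold enrichment was 2.61. Such peaks lower the percentage without any change in PSME3. Of the pooled cycling PSME3 peaks, 3.11% overlapped a frozen native day 2 PSME3 peak, while 4454 (76.6%) overlapped an H3K4me3 peak of the same preparation. The day 2 list comes from 1 library and the pooled list from 3. The single lists of cycling replicates 1, 2 and 3, whose reads are part of the pooled list, reached 15.4%, 12.1% and 45.0% of the pooled peaks. In the region of chromosome 7 drawn in Fig 1E, the pooled cycling list had PSME3 peaks at boundaries of Gsk3a (25237879 to 25238499, fold enrichment 4.95), Cic and Gm45974 (25267503 to 25268322, 4.08) and Pafah1b3 (25297624 to 25297938, 3.16), and others inside Cic (25278686 to 25280672, 2.98, and 25281778 to 25282902, 3.63). Of these, the peak at the boundary of Cic overlapped a PSME3 peak in 2 of the 4 day 2 lists and the others in 0, while all of them overlapped an H3K4me3 peak in all 4 day 2 preparations. From the contrast with cycling cells in Fig 1E, the paper states that PSME3 is nearly absent from chromatin at day 2.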

Even when subjected to mild formaldehyde fixation to reduce the lability of transient chromatin interactions, scarcely any increase in the number of PSME3 peaks was observed in cells assayed, analyzed either fresh or after freezing (Fig S1). 

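Crosslinked cells gave 18 PSME3 peaks when fresh and 77 when frozen, in each case fewer than the native cells of the same handling. For H3K4me3 the crosslinked lists were the longer ones in both fresh and frozen cells. As a percent of the H3K4me3 peaks, PSME3 peaks came to 0.0891% in fresh crosslinked and 0.380% in frozen crosslinked cells. With a q-value of at most 0.01, the PSME3 lists held 20, 17, 137 and 55 peaks in fresh native, fresh crosslinked, frozen native and frozen crosslinked cells.

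**Figure D3:**
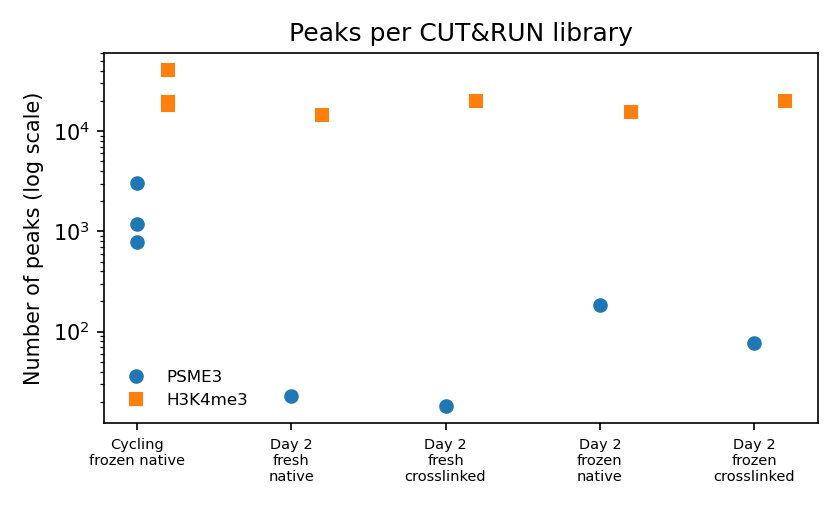
Number of peaks in each library on a log axis, for PSME3 (blue circles) and H3K4me3 (orange squares). Cycling points are the 3 replicates, and each day 2 point is 1 library. PSME3 falls to 186 peaks or fewer at day 2, and no H3K4me3 list holds fewer than 14372.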

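The day 2 PSME3 peaks were compared with the sites of cycling cells. Of the frozen native peaks, 181 of 186 (97.3%, exact 95% interval 93.8 to 99.1%) overlapped a pooled cycling PSME3 peak, against 0.356 expected from random placement (one-sided permutation test, p = 0.001, the smallest p that 1000 placements can give). The numbers were 74 of 77 in frozen crosslinked, 14 of 23 in fresh native and 12 of 18 in fresh crosslinked cells, each with the same p from the same permutation test. At 11 places, all in the pooled cycling PSME3 list, PSME3 peaks were found in all 4 preparations. At these places, binding of PSME3 cannot be told from a signal that does not depend on the antibody. They enter the overlap of every preparation and make up most of it in fresh cells. The p-values of the fresh preparations thus rest largely on them, and do not show that other cycling sites were kept. Both a pooled cycling PSME3 and H3K4me3 peak overlapped 166 frozen native, 58 frozen crosslinked, 1 fresh native and 2 fresh crosslinked peaks. An H3K4me3 peak of the same preparation overlapped 176 of the frozen native, 64 of the frozen crosslinked, 15 of the fresh native and 17 of the fresh crosslinked PSME3 peaks. Of the frozen native peaks, 80.6% lay within 1 kb of a gene boundary, against 26.1% of the fresh native peaks.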

In summary, PSME3 binds selectively to highly active promoters in myoblasts, but becomes undetectable by the second day of myogenic differentiation.

**Figure S1.**
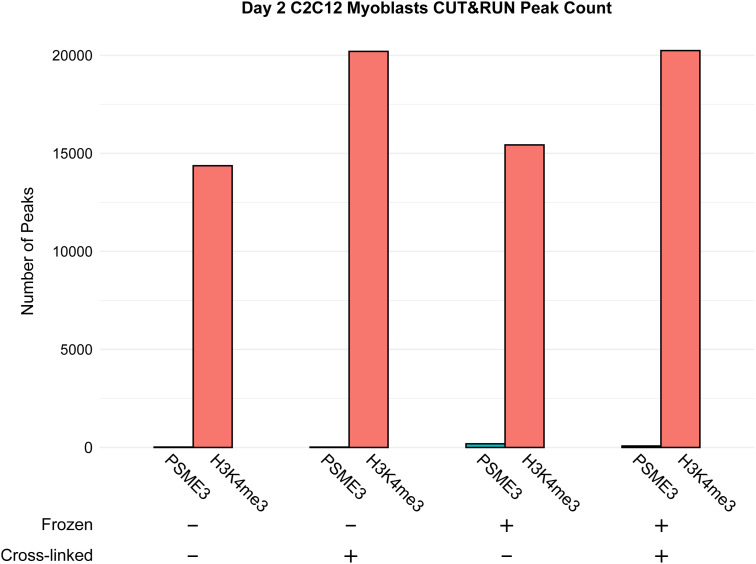
PSME3 is not detected by CUT&RUN in differentiating myoblasts. CUT&RUN was performed using antibodies targeting PSME3 and H3K4me3 in Day 2 C2C12 cells under various preparation conditions. Cells were either assayed fresh after collection or first cryopreserved at −80°C. Furthermore, cells were assayed either in their native state or after mild cross-linking with formaldehyde. Source data are available for this figure.

### PSME3 interacts with RPRD1A but does not regulate gene expression

To understand what function PSME3 might be serving at the chromatin, we performed co-immunoprecipitation on endogenous PSME3 to identify potential interaction partners (Fig 2A). Among the most enriched binding partners were PSME3-interacting protein PSME3IP1, a known PSME3 interactor (Jonik-Nowak et al, 2018), and RPRD1A (Fig 2A and B). RPRD1A regulates the dephosphorylation of S5 of RNAPII’s C-terminal domain to facilitate progression of the polymerase from the promoter into the gene body (Ni et al, 2014; Ali et al, 2019). Given that S5P is found on polymerases poised to begin transcription and can recruit methyltransferases to deposit H3K4me3 marks on active promoters (Ng et al, 2003), we hypothesized RPRD1A was a potential mediator for PSME3’s chromatin-binding activity.

**Figure 2.**
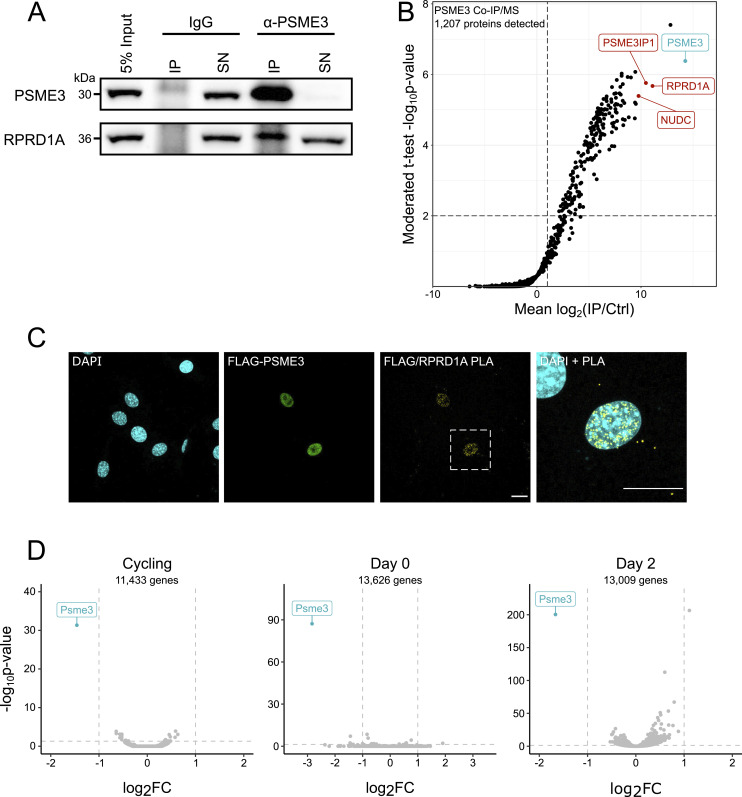
PSME3 interacts with RPRD1A without affecting global gene expression. **(A)** PSME3 was precipitated from C2C12 cells while cycling and at Days 0 and 1 of differentiation using a PSME3-specific antibody. Efficiency of PSME3 and RPRD1A capture from Day 0 lysates compared with the supernatant (SN) versus that performed with an IgG control was assessed by a Western blot using antibodies targeting PSME3 or RPRD1A. **(B)** Label-free quantitative mass spectrometry was performed on the PSME3 coprecipitate across all three time points. **(C)** Cycling C2C12 cells expressing FLAG-PSME3 were subjected to proximity ligation assay using primary antibodies targeting either FLAG or RPRD1A. The scale bar is 20 microns in length. **(D)** RNA collected from Cycling, Day 0, or Day 2 C2C12 cells lacking PSME3 was sequenced and compared to cells treated with scrambled siRNA. Source data are available for this figure.

To verify this interaction in situ, we used a proximity ligation assay (PLA), which produces a fluorescent signal at points where two proteins are removed by a distance of <40 nm. Cycling C2C12 cultures were transfected with a plasmid expressing FLAG-PSME3, and the colocalization of FLAG with RPRD1A was assessed (Fig 2C). Cells expressing FLAG-PSME3 showed a high level of PLA signal, whereas nontransfected cells showed little to no signal. Omission of either antibody similarly abolished the signal (Fig S2A and B), indicating its specificity.

**Figure S2.**
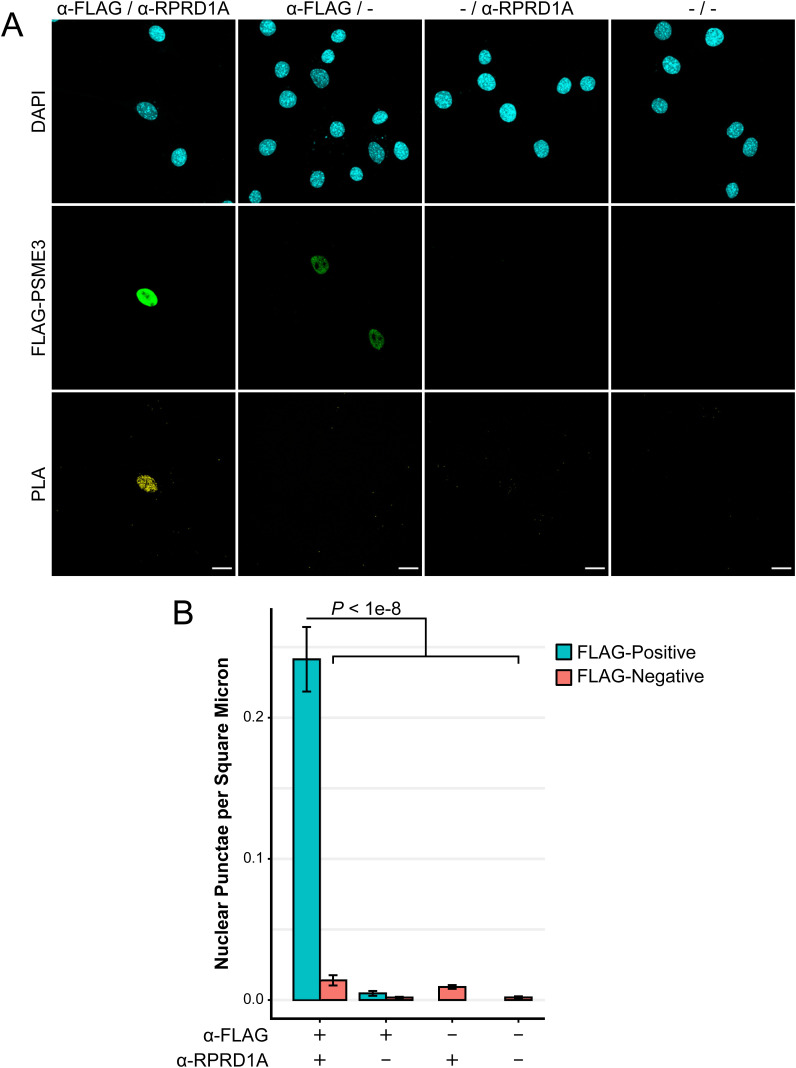
Proximity ligation assay reveals association of PSME3 with RPRD1A. **(A)** PLA was performed in cycling cells expressing FLAG-PSME3 using antibodies against FLAG and RPRD1A with the respective omission of either or both antibodies as controls. The scale bar is 20 microns in length. **(B)** Images were segmented into DAPI-positive nuclei, and the number of PLA punctae contained within each nucleus was analyzed. Nuclei in each condition were further separated into those which produced a PSME3-FLAG signal and those which did not. **(A)** Data included in the analysis are from the single replicate shown in panel (A). Each of the six conditions contains *n* ≥ 17 and was analyzed pairwise by a Welch two-sample *t* test; error bars show the standard error of the mean. Source data are available for this figure.

As alterations in both RPRD1A and PSME3 function have previously been demonstrated to affect gene expression, we asked whether PSME3 may be a regulator of transcription during differentiation (Li et al, 2006; Wu et al, 2010; Sun et al, 2016; Xu et al, 2016; Wang et al, 2018; Bhatti et al, 2019). We performed RNA sequencing on PSME3-deficient cells at three stages of differentiation: before differentiation (cycling), fully confluent cells immediately before the withdrawal of serum (Day 0), and cells that have differentiated for 2 d and begun to form myotubes (Day 2). At each of these time points, we observed no global change in gene expression in cells depleted of PSME3 (Fig 2D). Taken together, these results suggest that PSME3 interacts with RPRD1A in C2C12 myoblasts, but does not regulate transcription during myogenesis.

### PSME3 regulates cell migration rates and levels of adhesion proteins

During the course of our experiments, we noticed that cells lacking PSME3 were more difficult to detach from the culture plates with trypsin, indicating a greater level of adhesion (data not shown). We therefore turned our attention to the next most enriched protein in the PSME3 immunoprecipitate, NUDC (Fig 2B). NUDC was recently identified as a co-chaperone of HSP90 and has been documented to regulate cell migration through the stabilization of several cytoskeletal proteins related to cell adhesion and migration, including cofilin and filamin A (Zhang et al, 2016; Islam et al, 2020; Liu et al, 2021; Biebl et al, 2022).

The observed interaction between NUDC and PSME3 was unexpected, as NUDC is considered to be a predominantly cytoplasmic protein (Zhou et al, 2003; Zhu et al, 2010; Zhang et al, 2016; Islam et al, 2020), whereas PSME3 is nuclear but may relocalize to the cytoplasm under certain conditions (Zannini et al, 2008; Kobayashi et al, 2013; Pecori et al, 2021; Carrettiero et al, 2022). To better understand the spatial overlap between the two proteins in our system, we first stained cycling C2C12 cells for endogenous PSME3 and found it to be localized to the nucleus (Fig S3A). We in addition performed live imaging on cycling C2C12 cells that were transfected with constructs expressing PSME3 tagged with either N- or C-terminal GFP, confirming PSME3’s presence in the nucleus (Fig S3B). Furthermore, we found that NUDC displayed a strong signal across both cytoplasm and nucleus, where it overlapped with PSME3 staining (Fig S3C), indicating that they are well positioned to interact. To verify this interaction, we performed PLA using antibodies targeting FLAG-PSME3 and NUDC, which specifically revealed the association of the two proteins within the nucleus (Fig 3A and S4A and B).

**Figure S3.**
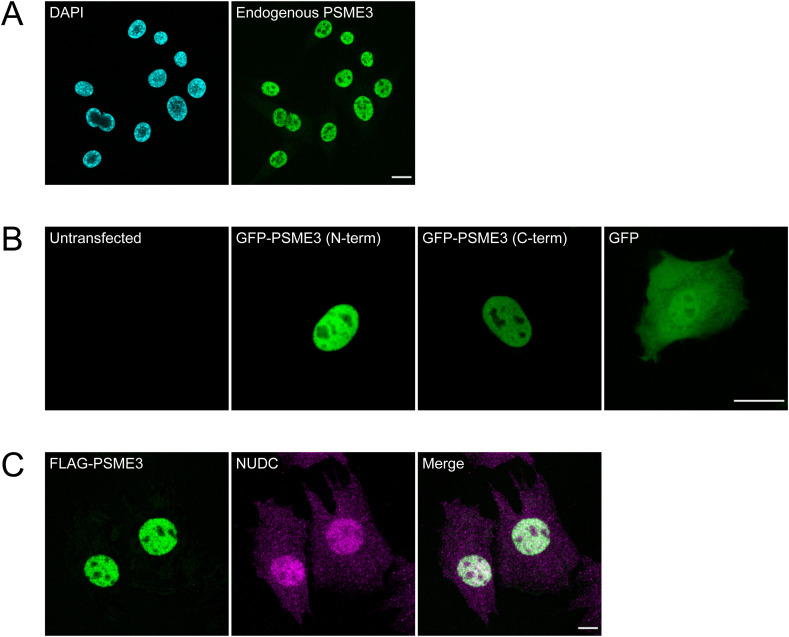
PSME3 and NUDC localization overlaps in the nucleus. **(A)** Cycling C2C12 cells were fixed and stained for endogenous PSME3; the scale bar is 20 microns in length. **(B)** Cycling C2C12 cells were transfected with constructs expressing PSME3 tagged with GFP at its either N or C terminus, or with a construct expressing free GFP. Cells were imaged live and unstained; the scale bar is 20 microns in length. **(C)** C2C12 cells expressing FLAG-tagged PSME3 were stained with antibodies against FLAG or endogenous NUDC; the scale bar is 20 microns in length.

**Figure 3.**
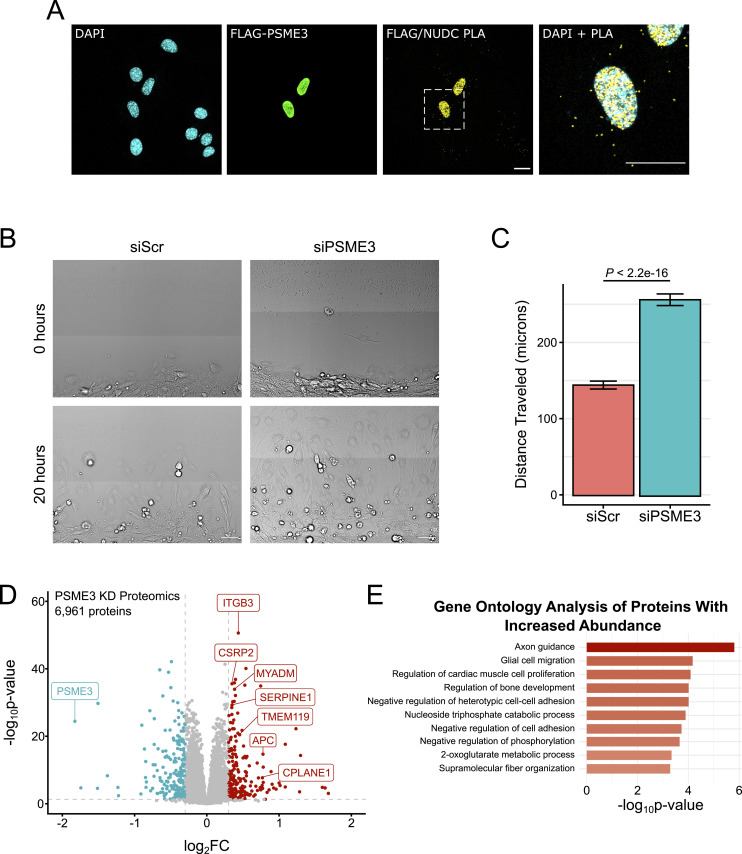
PSME3 associates with NUDC and regulates cell migration. **(A)** PLA was performed in cycling C2C12 cells expressing FLAG-PSME3 using antibodies against FLAG and NUDC, and with the respective omission of either or both antibodies as controls. The scale bar is 20 microns in length. **(B)** Day 0 confluent C2C12 cells were scratched and allowed to migrate for 20 h while undergoing continuous brightfield imaging; the scale bar is 50 microns in length. **(C)** Quantification of the distance traveled over 20 h by individual migrating cells treated with either scrambled (Scr) siRNA or that targeting *Psme3*. Data are collected with three biological replicates, each composed of two technical replicates of *n* = 15 each, and were analyzed by a Welch two-sample *t* test; error bars show the standard error of the mean. **(D)** Day 0 confluent C2C12 cells treated with either scrambled or PSME3-targeting siRNA were subjected to label-free proteomics. The changes in protein abundance are plotted here with decreased-abundance proteins in blue and increased-abundance proteins in red, with several select species involved in cell migration receiving a label. Five biological replicates are represented here together. **(E)** Gene ontology analysis of increased-abundance proteins; the top 10 categories are shown. Source data are available for this figure.

**Figure S4.**
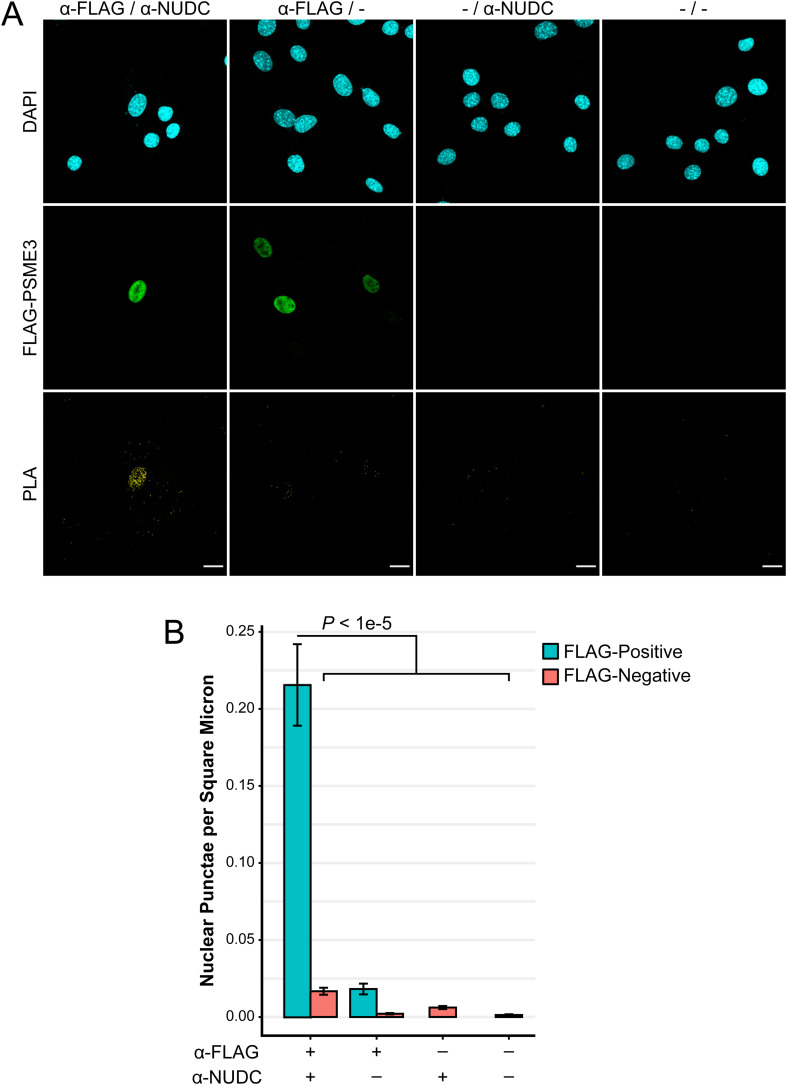
PSME3 and NUDC interact in the nucleus. **(A)** PLA was performed in cycling cells expressing FLAG-PSME3 using antibodies against FLAG and NUDC with the respective omission of either or both antibodies included as controls. The scale bar is 20 microns in length. **(B)** Images were segmented into DAPI-positive nuclei, and the number of PLA punctae contained within each nucleus was analyzed. Nuclei in each condition were further separated into those which produced a PSME3-FLAG signal and those which did not. **(A)** Data included in the analysis are from the single replicate shown in panel (A). Each of the six conditions contains *n* ≥ 13 and was analyzed pairwise by a Welch two-sample *t* test; error bars show the standard error of the mean. Source data are available for this figure.

To test for a functional interaction between PSME3 and NUDC, we measured the migration rates of fully confluent Day 0 myoblasts in a scratch assay. Cells lacking PSME3 showed a significant increase in migration rate over the control group, consistent with an alteration in cytoskeletal behavior (Fig 3B and C). To determine the molecular basis for this change, we performed proteomics on whole-cell lysates from these same cultures. We discovered increased abundance of several cell adhesion proteins upon *Psme3* knockdown, including the Rac1 regulator myeloid-associated differentiation marker (MYADM) and integrin beta-3 (ITGB3) (Fig 3D). Gene ontology (GO) analysis of differentially regulated proteins revealed an increase in species related to cytoskeletal organization, as well as cell migration and adhesion (Fig 3E). Taken together, these results indicate that PSME3 interacts with NUDC and regulates both rates of cell migration and levels of cell adhesion proteins.

### Loss of PSME3 impairs myotube formation

We reasoned that if PSME3 affects cell migration, it may also be critical for the differentiation of C2C12 myoblasts, which are particularly sensitive to changes in the cytoskeletal system because of the heavy demands imposed by membrane apposition and cell fusion (Lehka & Rędowicz, 2020). To this end, we depleted C2C12 myoblast cells of PSME3 through siRNA treatment before serum withdrawal and subsequent differentiation (Fig 4A and B). siRNA-treated myoblasts were allowed to differentiate for two days before fixation and staining with antibodies against myogenin, a myogenic transcription factor, and myosin heavy chain (MHC), a major contractile protein found in differentiated myotubes. Widefield imaging revealed a clear deficit in differentiation (Fig 4C); cultures lacking PSME3 produced myotubes with fewer nuclei (Fig 4D) and a lower fusion index (Fig 4E), defined as the percentage of nuclei contained within MHC-positive myotubes.

**Figure 4.**
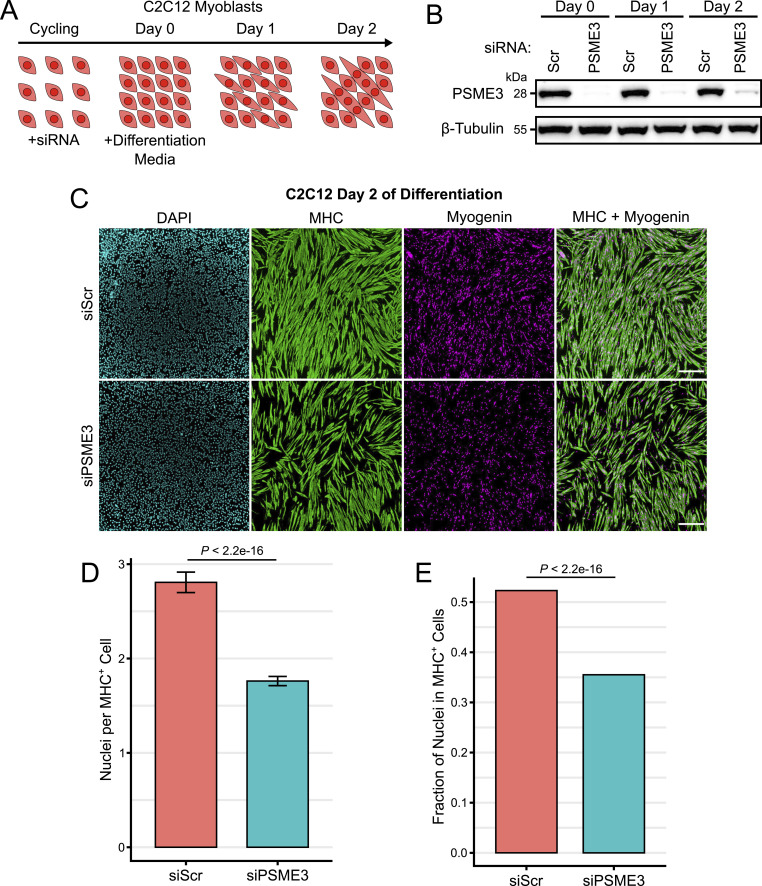
Depletion of PSME3 impairs myotube formation. **(A)** Cycling C2C12 cells were treated with siRNA before growth to confluency and serum deprivation, which together induce differentiation and myotube formation. **(B)** C2C12 cells were treated with scrambled (Scr) or *Psme3*-targeting siRNA and collected at Days 0, 1, or 2 of differentiation; target protein levels were assessed by Western blot. **(C)** C2C12 cells depleted of PSME3 were induced to differentiate for two days and were subjected to immunofluorescence using antibodies targeting MHC and myogenin; the scale bar is 200 microns in length. **(D)** Immunostained cultures were analyzed for the number of nuclei contained in each MHC-positive cell. Data include three biological replicates, each comprising two technical replicates of *n* = 250 cells, and were analyzed by a Welch two-sample *t* test with error bars showing the standard error of the mean. **(E)** Immunostained cultures were analyzed for the percentage of all DAPI-positive nuclei that are contained within MHC-positive cells. Data include three biological replicates each comprising two technical replicates with an *n* of roughly 20,000 cells each, and are analyzed by a two-sample *t* test of proportions. Source data are available for this figure.

To determine whether the effect of PSME3 on myogenesis is dependent on an interaction with the proteasome, we stably expressed FLAG-tagged PSME3 either in its full length or with a deletion of the terminal 14 amino acids, which renders it unable to associate with the 20S proteasome (Fig S5B) (Ma et al, 1993; Förster et al, 2005; Zannini et al, 2008; Zhang & Zhang, 2008; Fesquet et al, 2021). We found that the expression of either the full-length or C-terminal deletion mutant was sufficient to rescue the myogenesis phenotype caused by depletion of endogenous PSME3, indicating that PSME3 regulates myoblast differentiation through a proteasome-independent mechanism (Fig S5A–C).

**Figure S5.**
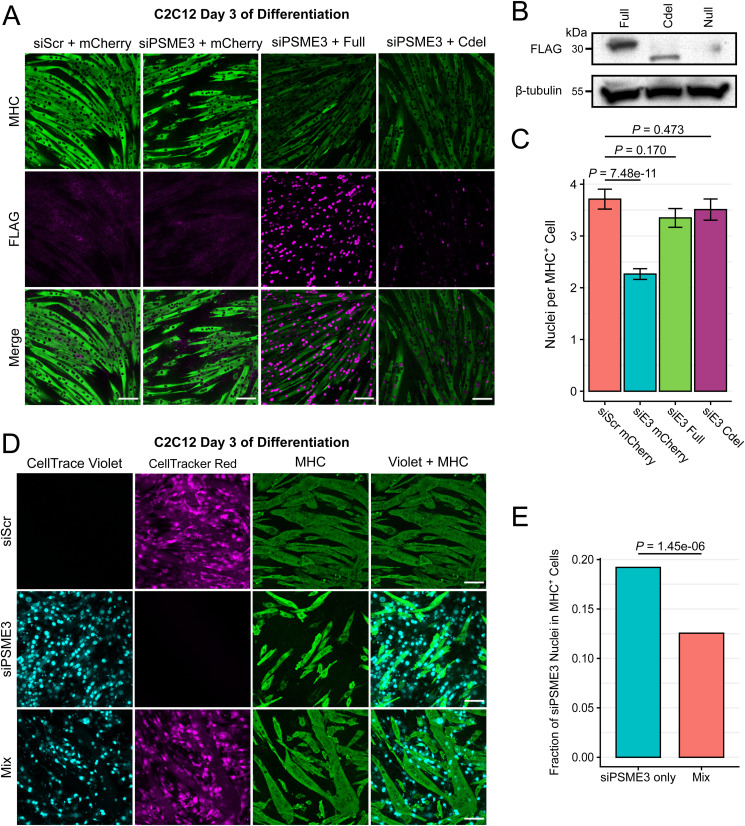
Depletion of PSME3 results in a proteasome-independent, cell-intrinsic differentiation deficit. **(A)** Cells were stably transduced with a retroviral construct expressing either mCherry, FLAG-tagged PSME3 (Full), or a truncated FLAG-tagged C-terminal deletion of PSME3 mutant (Cdel). Cells were then depleted of endogenous PSME3 by treatment with siRNA and allowed to differentiate for three days before staining. Scale bars are 100 microns in length. **(B)** Expression of FLAG constructs in cycling myoblasts. **(C)** Number of nuclei contained within each MHC-positive myotube was quantified across conditions from two biological replicates, each of *n* > 200, and was analyzed by a Welch two-sample *t* test; error bars display the standard error of the mean. **(D)** Cells transfected with scrambled (Scr) siRNA or that targeting PSME3 were labeled red or blue, respectively. These cells were induced to differentiate for three days before fixation and staining with an antibody against MHC before imaging. The scale bar is 50 microns. **(E)** Quantification of the number of siPSME3 (blue) nuclei contained within MHC-positive cells in the presence or absence of siScr-treated cells; results are from a single biological replicate, *n* > 1,000 nuclei per condition, and analyzed by a two-sample *t* test of proportions. Source data are available for this figure.

Though there were no global alterations in gene expression when PSME3 was depleted, we observed a modest increase in several collagen transcripts on the second day of differentiation (Fig 2D). To confirm that the observed differentiation phenotype is the result of a cell-intrinsic effect rather than an alteration in the extracellular matrix, we created a mixed culture system of cells treated with scrambled siRNA or that targeting *Psme3* and labeled them with a red or blue dye, respectively. If the differentiation phenotype is due to a cell-extrinsic effect, the presence of control cells should improve the differentiation efficiency of those lacking PSME3. However, when the mixed population was induced to differentiate for three days, we observed a selective exclusion of cells lacking PSME3 from mature myotubes (Fig S5D and E). These results indicate that PSME3 is necessary for myoblast differentiation in a cell-intrinsic manner.

### PSME3 regulates differentiation and migration upstream of NUDC

To better understand how PSME3 and NUDC coordinate to regulate differentiation in C2C12 cells, we generated cells deficient in either PSME3, NUDC, or both (Fig 5A). We suspected that PSME3 may negatively regulate NUDC’s ability to stabilize cell adhesion– and migration-related proteins, which would be consistent with our observation that loss of PSME3 increases migration rates (Fig 3B and C). If PSME3 acts upstream of NUDC, loss of PSME3 in a NUDC-deficient background should have no effect on the rates of cell migration or differentiation.

**Figure 5.**
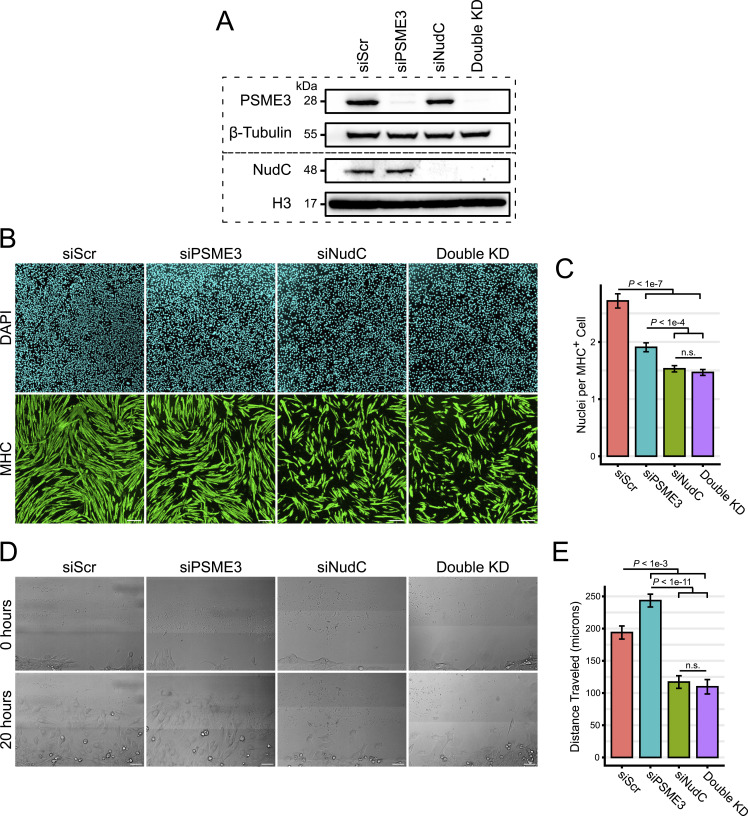
PSME3 acts upstream of NUDC in the regulation of migration and differentiation. **(A)** C2C12 cells were treated with scrambled siRNA (Scr), *Psme3*-targeting siRNA, *NudC*-targeting siRNA, or a combination of both *Psme3*- and *NudC*-targeting siRNA to produce a double knockdown (Double KD). All samples received an identical amount of total siRNA; see methods for details. Cell lysates were collected at Day 0, and target protein levels were assessed by Western blot. Dotted lines indicate separate blots performed with the same samples accompanied by independent loading controls. **(B)** siRNA-treated cells were induced to differentiate for two days and were subjected to immunofluorescence using antibodies targeting MHC; the scale bar is 200 microns in length. **(C)** Immunostained cultures were analyzed for the number of nuclei contained in each MHC-positive cell. Data include two technical replicates, each composed of *n* = 250 cells, and were analyzed by a Welch two-sample *t* test with error bars showing the standard error of the mean. **(D)** Day 0 confluent siRNA-treated C2C12 cells were scratched and allowed to migrate for 20 h while undergoing continuous brightfield imaging; the scale bar is 50 microns in length. **(E)** Quantification of the distance traveled over 20 h by individual migrating cells under each treatment condition. Data are derived from two technical replicates of *n* = 15 each and were analyzed by a Welch two-sample *t* test; error bars show the standard error of the mean. Source data are available for this figure.

In support of this hypothesis, we found that although NUDC-deficient cells showed decreased migration rates, additional loss of PSME3 showed no positive effect on cell motility (Fig 5B and C). Furthermore, loss of NUDC produced a differentiation defect that is unaffected by additional depletion of PSME3, indicating that PSME3 is likely unable to exercise any pro-differentiation activity in the absence of NUDC (Fig 5D and E). Taken together, these data support the hypothesis that PSME3 acts upstream of NUDC in the regulation of migration and differentiation.

## Discussion

PSME3 is an elusive and versatile protein possessed of myriad functions, many of which remain to be uncovered. In this study, we reveal several new facets of PSME3’s activity. As the first unbiased study into PSME3’s genome binding properties, we demonstrate a previously unrecognized capacity of PSME3 to associate with the RNAPII regulator RPRD1A and highly active promoters. Furthermore, we show a novel interaction of PSME3 with the HSP90 co-chaperone NUDC, through which it may regulate cell migration rates, the levels of cell adhesion–related proteins, and myogenesis.

Though the 19S-containing proteasome has long been known to associate with the chromatin, particularly at highly active gene regions (Auld et al, 2006), the finding that the alternative proteasome cap PSME3 possesses a similar capacity is a novel discovery. We believe that this association may be mediated by an interaction with RPRD1A, which regulates the posttranslational modification state of RNAPII and localizes to the promoters of active genes (Liu et al, 2015). This aligns well with our finding that PSME3 mirrors H3K4me3 peaks in topology and localization and is enriched at the most transcriptionally active promoters. This discovery, in combination with a recent study by Fesquet and colleagues showing that PSME3 binds to and is crucial for maintaining heterochromatic regions (Fesquet et al, 2021), suggests that PSME3 possesses broad chromatin-binding activity.

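Where a pooled PSME3 peak overlapped an H3K4me3 peak, 5110 lay fully inside it. These PSME3 peaks had a median width of 444 bp, against 3050.5 bp for the H3K4me3 peaks that held them. The median distance between the centres of the PSME3 peak and its H3K4me3 peak was 415.5 bp. Placing each PSME3 peak at random inside its own H3K4me3 peak gave a mean of 522.4 bp (SD 8.75 over 1000 placements; one-sided permutation test, p = 0.001, the smallest p these placements can give). Across the shared peaks, the fold enrichments of PSME3 and H3K4me3 had a Spearman rho of 0.029 and a Pearson r of 0.046. This correlation is across peaks, which are not independent replicates. Among the shared peaks found in at least 2 PSME3 replicates, rho was -0.020, and with -log10 q in place of fold enrichment it was 0.130.

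**Figure D4:**
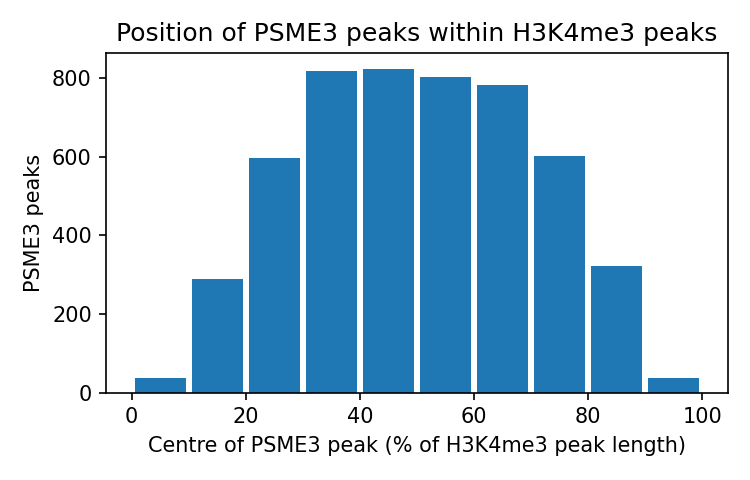
Centre of each of the 5110 PSME3 peaks that lie inside an H3K4me3 peak, as a percent of the length of that H3K4me3 peak. Bars are numbers of PSME3 peaks. The highest bar, 823, lies just short of the middle, and the bars near it hold 818, 804 and 782. A peak that lies fully inside cannot have its centre at the very end, so low outer bars are partly built in. Random positions are not drawn.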

We were surprised, however, to see very little change in gene expression upon PSME3 depletion. PSME3 has previously been demonstrated to influence the expression of individual genes in various cell types (Li et al, 2006; Sun et al, 2016; Xu et al, 2016; Wang et al, 2018; Bhatti et al, 2019), though its loss has no effect on bulk RNA production (Cioce et al, 2006; Baldin et al, 2008). Furthermore, many of the transcriptional regulators documented to be influenced by PSME3, such as p53, MAPK, and YAP1, were unaffected in abundance by the loss of PSME3 in C2C12 myoblasts (Fig 3D). Why PSME3 should occupy highly active promoter regions despite having no apparent role in their regulation is unclear at this point. It is possible that PSME3 may be primed to perform some function that is not engaged during the course of differentiation. For example, it is well established that double-strand DNA breaks (DSBs) induce global degradation of RNAPII complexes in a proteasome-dependent manner (Steurer et al, 2022). Furthermore, loss of PSME3 has been found to sensitize cells to radiomimetic treatment and prevent timely repair at DSB sites (Levy-Barda et al, 2011). Thus, it is possible that PSME3 plays a role in degrading RNAPII in the case of DNA damage. Alternatively, PSME3 may respond to other types of cellular insults, such as it has been shown to do in the context of hyperosmotic stress (Carrettiero et al, 2022), and under other such circumstances is perhaps capable of adopting a gene regulatory role.

In addition to DNA binding, we observed an interaction between PSME3 and the co-chaperone NUDC, which mediates cargo transfer between HSP70 and HSP90 (Biebl et al, 2022). NUDC was originally identified in the filamentous fungus *Aspergillus nidulans* for its role in regulating the microtubule-based migration of nuclei within the cell (Osmani et al, 1990; Fu et al, 2016). In addition, a role of NUDC in regulating cell migration has been demonstrated in diverse cell types through stabilization of several migration-related proteins (Aumais et al, 2001; Cappello et al, 2011; Zhang et al, 2016; Islam et al, 2020; Liu et al, 2021).

We observed that depletion of PSME3 in C2C12 cells resulted in an increase in the rate of cell migration and altered the abundance of cell adhesion–related proteins, including ITGB3 and the Rac1 regulator MYADM. ITGB3 has been shown to regulate cell adhesion and migration in response to diverse ligands, and its expression in muscle satellite cells influences both migration rates and differentiation efficiency (Byzova et al, 2000; Bax et al, 2003; Lei et al, 2011; Liu et al, 2011; Zhu et al, 2019). In addition, ITGB3 and MYADM are regulators of Rac1, which has been shown to be crucial for migration, adhesion, and membrane apposition, such that loss of Rac1 effectively abolishes myotube formation (Vasyutina et al, 2009; Aranda et al, 2011; Liu et al, 2011). Because the proper balance of migration regulators is critical for myogenesis, we propose that the observed increased expression of ITGB3, MYADM, and other such regulators upon PSME3 depletion results in the reduced differentiation efficiency observed in our system (Lehka & Rędowicz, 2020).

In support of this hypothesis, we find that PSME3’s influence on cell migration is dependent on the presence of NUDC, such that loss of PSME3 has no positive effect on cell migration in the absence of NUDC. This is consistent with a model in which PSME3 antagonizes NUDC-mediated protein stabilization, maintaining a physiological level of migration-related proteins. Although we establish PSME3’s independence of the proteasome for differentiation, how PSME3 might interact with NUDC to achieve these functions remains unclear. PSME3 has been observed to facilitate protein degradation through the recruitment of ubiquitination factors even when it is incapable of directly binding the proteasome (Zhang & Zhang, 2008). One possibility is that PSME3 similarly facilitates the degradation of target proteins of NUDC, which may itself aid in the handoff of protein cargo from the chaperone system to the proteasome. This role has been demonstrated for several members of the Bcl2-associated athanogene (BAG) family of proteins, including BAG2, which is known to associate with both HSP70 and PSME3 under stress conditions (Abildgaard et al, 2020; Carrettiero et al, 2022).

In summary, our results establish PSME3 as an important regulator of myogenesis and will facilitate future research into the contribution of this protein to the acquisition of cell identity.

## Materials and Methods

### Plasmids

Constructs were created by insertion of *Psme3* into pcDNA3.1(+)-C-eGFP or pcDNA3.1(+)-N-eGFP for live imaging, and pcDNA3.1(+)-N-DYK or pcDNA3.1(+)-C-DYK for FLAG-tagged experiments. The *Psme3* sequence (accession NM_011192.4) was obtained from GenScript.

### Antibodies

The following antibodies were used: PSME3 (rabbit polyclonal, BML-PW8190, 1:6,000 IF, 1:200 CUT&RUN; Enzo Life Sciences) (rabbit polyclonal, 38-3800, 1:125 WB, 1:25 IP; Thermo Fisher Scientific); β-tubulin (rabbit monoclonal 9F3, #2128, 1:1,000 Western blot; Cell Signaling Technology); myosin-4 (mouse monoclonal MF20, 14-6503-82, 1:100 IF; Thermo Fisher Scientific); myogenin (mouse monoclonal F5D, 14-5643-82, 1:250 IF; Thermo Fisher Scientific); FLAG (mouse monoclonal M2, F1804, 1:500 IF and PLA, 1:1,000 Western blot; Sigma-Aldrich); RPRD1A (rabbit polyclonal, HPA040602, 1:50 PLA, 1:250 Western blot; Sigma-Aldrich); NUDC (rabbit polyclonal, 10681-1-AP, 1:800 Western blot, 1:25 IF and PLA; Proteintech); H3K4me3 (rabbit monoclonal C42D8, #9751, 1:50 CUT&RUN; Cell Signaling Technology); H3 (mouse monoclonal 1B1B2, #14269, 1:1,000 Western blot; Cell Signaling Technology).

### Cell culture and transfection

C2C12 cells obtained from the American Type Culture Collection (ATCC) were cultured in DMEM (high glucose, pyruvate, 11995065; Thermo Fisher Scientific) with 20% FBS. Cells were allowed two passages (4 d) after thawing before being subjected to any experiments. No cells over passage nine were used for any experiment, and the cells were not allowed to exceed 70% confluency at any time before differentiation.

For transfection with siRNA, cycling C2C12 cells were reverse-transfected on two consecutive days with Lipofectamine RNAiMAX transfection reagent (Thermo Fisher Scientific) and either SMARTpool siRNA from Horizon Discovery targeting *Psme3* (L-062727-01-0005), *NudC* (L-041603-01-0005), or a nontargeting control pool (DH-D-001810-10-20) in Opti-MEM at 50 nM as described below.

On the first day of transfection, 15 µl of 20 µM siRNA solution and 15 µl of Lipofectamine were combined in 1.5 ml of Opti-MEM in a 6-cm dish (31985062; Thermo Fisher Scientific) and incubated for 20 min at room temperature. C2C12 cells were trypsinized from a separate plate, and 300,000 cells suspended in 4.5 ml of growth media were added to the Opti-MEM solution. On the next day, 30 µl of 20 µM siRNA solution and 30 µl of Lipofectamine were combined in 2.4 ml of Opti-MEM in a 10-cm dish and incubated for 20 min at room temperature. 300,000 siRNA-treated C2C12 cells from the previous day were resuspended in 9 ml of growth media and added to the Opti-MEM solution. Cells were allowed to recover for 2 d before being collected or induced to differentiate. For differentiation into myotubes, cells were grown to full confluency, washed once with PBS, and switched to DMEM with 2% horse serum, designated as Day 0. Differentiation media were refreshed every 48 h.

For double-knockdown experiments shown in Fig 5, cells were treated exactly as above, but with a change in reagent concentration. Each condition received siRNA as follows: siScr received 75 nM scrambled siRNA; siPSME3 received 37.5 nM *Psme3*-targeting siRNA and 37.5 nM scrambled siRNA; siNUDC received 37.5 nM *NudC*-targeting siRNA and 37.5 nM scrambled siRNA; and double knockdown (DKD) received 37.5 nM *Psme3*-targeting siRNA and 37.5 nM *NudC*-targeting siRNA. The volume of Lipofectamine RNAiMAX transfection reagent was similarly increased to 22 and 44 µl on the first and second day of transfection, respectively, as was the volume of Opti-MEM similarly increased to 2 and 3 ml on the first and second day of transfection, respectively, to accommodate the increased amount of siRNA.

For transfection with plasmids, cells were grown to 80% confluency and were treated with a mixture of Lipofectamine 2000 (11668019; Thermo Fisher Scientific) and the plasmid of interest. Cells were passaged on the next day and examined on the day thereafter for expression.

### Immunofluorescence and PLA

Two methods were used for immunofluorescence. In the first method, cells were fixed with 4% formaldehyde in PBS for 5 min at room temperature. They were then incubated with a blocking/permeabilization buffer containing 0.1% Triton X-100, 0.02% SDS, and 10 mg/ml BSA in PBS. The cells were incubated in primary antibody in the blocking solution for 90 min, followed by three washes in PBS, an incubation with fluorescent secondary antibodies in the blocking solution, then an additional three washes in PBS before mounting in Everbrite Mounting Medium with DAPI (23002; Biotium). This method was used for all imaging experiments that did not involve staining for NUDC.

In the second method, fixation was performed by incubation with 4% formaldehyde in PBS for 5 min at room temperature, followed by 8 min in cold 100% methanol at −20°C. The blocking/permeabilization buffer was composed of 0.1% saponin with 10 mg/ml BSA, which was also used as a diluent for the primary and secondary antibody. This method is otherwise identical to the first method and was used exclusively for experiments requiring staining of NUDC.

The PLA was performed with DuoLink In Situ Orange Starter Kit (DUO92102-KT; Sigma-Aldrich) according to the manufacturer’s instructions with the following exceptions: permeabilization/blocking and primary antibody dilution/incubation were performed with the buffers and according to the principles described below. Negative controls included several wells in which one or both of the primary antibodies were omitted, while all other components remained.

Imaging of mature myotubes and cell migration was performed with a Nikon Ti2-E Widefield Fluorescence Microscope using a 20x objective, whereas all other imaging experiments used a Leica SP8 Laser Confocal Microscope using a 63x oil immersion objective. All imaging experiments were performed in μ-Slide 8 Well ibiTreat ibidi chambers.

### Retrovirus production

The coding sequence of *Psme3* was FLAG-tagged and cloned into the pQCXIB vector, with which 80% confluent HEK293T cells were transfected along with the pCL-Ampho retrovirus packaging vector in equal proportions. The media were changed at 24 h after transfection, and virus-containing conditioned media were collected an additional 24 h thereafter. After being passed through a 0.45-micron filter, the conditioned media were combined 1:1 with fresh growth media and incubated with C2C12 cells for 24 h before exchange with fresh growth media. At 48 h after infection, cells were selected with 1–2 µg/ml of puromycin until cell death ceased and control cells had uniformly perished. For knockdown experiments, a pool of custom-designed siRNA from Horizon Discovery targeting the 3′-UTR of *Psme3* was used to deplete the endogenous copy of *Psme3* while sparing the tagged variants.

### Cell mixing

Cells were treated with siRNA as described above, and on the day before differentiation were stained with either CellTracker Deep Red dye (1 mM solution at 1:250, C34565; Thermo Fisher Scientific) or CellTrace Violet dye (5 mM at 1:500, C34571; Thermo Fisher Scientific) according to the manufacturer’s instructions and as previously described (Zhang et al, 2017). After staining, cells were counted and plated either in isolation or in a 1:1 mixture. Differentiation was induced on the next day, and incorporation into myotubes was assessed on Day 3 after fixing and staining for MHC. Because of the level of cell death normally observed during differentiation, blue nuclei indicating cells lacking PSME3 were counted by hand. The fraction contained in MHC-positive structures was quantified and compared between the separate conditions.

### Image analysis

Cell migration was measured manually by displacement of the center of the nucleus over 2-h intervals. The sum of these displacements over 10 such intervals (20 h total) was summed for each individual cell. Cells were selected at hour zero only if they were clearly visible, and were discarded if, during the course of the measurement, they divided or died.

PLA quantification was performed by segmenting images by DAPI-positive nuclei. Each individual nucleus was considered individually, and the number of PLA punctae contained within each nucleus was measured in ImageJ through thresholding and the Analyze Particles function. Cells were separated for analysis not only by the antibodies used in the staining, but also by whether there was evidence of a transfection with the *Psme3*-FLAG construct. This was only discernible in cells in a condition containing the α-FLAG antibody, and so this distinction is not made in conditions that lacked this antibody.

The analysis of the number of myogenin-positive nuclei within each MHC-positive structure was performed manually in ImageJ (Schindelin et al, 2012). The total fraction of nuclei contained within MHC-positive structures was performed by thresholding the MHC channel to create a binary image, followed by gap filling and water shedding to cleanly separate the nuclei. DAPI-positive nuclei were similarly converted to a binary image, and the MHC image was used as a mask to subtract nuclei not contained within. The total number of nuclei remaining was quantified using the Analyze Particles function of ImageJ.

### Immunoblotting

Cells were collected by trypsinization and counted. 200 uL of RIPA buffer (50 mM Tris–HCl, pH 7.5, 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, and 1x Pierce Protease Inhibitor Tablet [A32963; Thermo Fisher Scientific]) was added per 1 × 10^6^ cells, which were incubated for 30 min at 4°C with rotation. Lysates were then briefly sonicated (three 5-s pulses at approximately 1 W) before being clarified by centrifugation for 8 min at 9,408*g* at 4°C on a tabletop centrifuge. 4x sample loading buffer (1610747; Bio-Rad) with beta-mercaptoethanol was added to the lysates, which were then incubated at 95°C for 5 min.

Samples were loaded into 4–12% gradient gels (Bolt Bis-Tris Plus Mini Protein Gels, NW04122BOX; Thermo Fisher Scientific) and run in Bolt MOPS SDS (B000102; Thermo Fisher Scientific). Proteins were transferred using the Bio-Rad Trans-Blot Turbo Transfer System and were blocked in TBS-T plus 5% milk for 1 h before being incubated overnight with primary antibodies in the same solution. Membranes were washed three times in TBS-T before probing with secondary antibodies conjugated with HRP targeting either mouse (31430; Thermo Fisher Scientific) or rabbit (G-21234; Thermo Fisher Scientific). Membranes were incubated with SuperSignal West Pico PLUS Chemiluminescent Substrate (34580; Thermo Fisher Scientific) before imaging.

### Immunoprecipitation

Cells were collected by trypsinization, washed once with PBS, and lysed for 30 min at 4°C with rotation in an immunoprecipitation (IP) buffer containing 20 mM Tris–HCl, pH 7.5, 100 mM NaCl, 1% NP-40, 1 mM EDTA, and 1x Pierce Protease Inhibitor Tablet (A32963; Thermo Fisher Scientific). 200 µl of IP buffer was used per 1 × 10^6^ cells, and 2.5 × 10^6^ cells were used for each immunoprecipitation. Cells were clarified by centrifugation for 8 min at 9,408*g* at 4°C on a tabletop centrifuge. Primary antibodies were added directly into the clarified supernatant at 2.8 µg per 1 × 10^6^ cells, with an isotype IgG (AB-105-C; Bio-Techne) used as a control. This solution was incubated overnight at 4°C with rotation. The next morning, 50 µl of Protein A Dynabeads (10008D; Thermo Fisher Scientific) was added directly to the solution, which was then incubated for 2 h at 4°C with rotation. Beads were removed from solution with a magnet and washed three times by resuspension with 200 µl of IP buffer. Beads were then collected in 100 µl of IP buffer and transferred to a clean tube before being resuspended in 3x sample loading buffer (1610747; Bio-Rad) with beta-mercaptoethanol and incubated for 5 min at 95°C. The supernatant was collected and frozen on dry ice before being stored at −80°C. The efficacy of the precipitation was assessed via immunoblot as described above, but using a protein A-HRP conjugate (18-160; Millipore) instead of the usual secondary antibodies to avoid detection of eluted IgG.

### CUT&RUN

CUT&RUN was performed using the kit provided by Cell Signaling Technology (#86652) according to the manufacturer’s instructions, but with the following modifications. Three hundred thousand cells were used per condition. Furthermore, incubation was performed not overnight at 4°C as the manufacturer recommends, but rather for 30 min at room temperature to limit the level of cell death. Cells, unfixed, were frozen before assaying in 10% DMSO in FBS unless otherwise indicated.

Libraries were prepared using NEBNext Ultra II DNA Library Prep Kit for Illumina (E7645L) with primers from the NEBNext Multiplex Oligos for Illumina (Dual Index Primers Set 1, E7600S) according to the manufacturer’s instructions. Prepared libraries were sent to Novogene for sequencing. Raw reads were cleaned with Trim Galore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and aligned with Bowtie2, whereafter peaks were called with MACS2 (Zhang et al, 2008; Langmead & Salzberg, 2012). The threshold for determining the overlap of PSME3 and H3K4Me3 peaks was a single base pair. The permutation test used to determine the significance of their overlap was performed using the Bioconductor package RegioneR over 1,000 permutations.

### RNA sequencing

Cells were collected directly from the plate by washing once with PBS followed by the addition of TRIzol reagent (15596026; Thermo Fisher Scientific). The samples were incubated in the plate for 3 min at room temperature before freezing in dry ice and long-term storage at −80°C. RNA was isolated from the sample using a chloroform extraction followed by purification with the RNeasy kit from QIAGEN. Samples were submitted to Novogene for library preparation and sequencing. RNA reads were aligned with RNA STAR, and comparative gene expression analysis was performed with DESeq2 (Dobin et al, 2013; Love et al, 2014).

### Mass spectrometry sample preparation

Samples in 3x Laemmli buffer were first cleaned up by SP3 using a commercial kit (PreOmics GmbH, 50 mg of beads per sample), then processed using the iST kit (PreOmics GmbH) according to the manufacturer’s instructions. Tryptic digestion was stopped after 1 h, and cleaned-up samples were vacuum-dried. Finally, samples were redissolved by 10-min sonication in the iST kit’s LC LOAD buffer.

### LC-MS/MS analysis

Samples were analyzed by LC-MS/MS on a nanoElute 2 nano-HPLC (Bruker Daltonics) coupled with a timsTOF HT (Bruker Daltonics), concentrated over a “Thermo Trap Cartridge 5 mm,” and then bound to a PepSep XTREME column (1.5 μm C18-coated particles, 25 cm * 150 μm ID, Bruker P/N 1893476) heated at 50°C and eluted over the following 90-min gradient: solvent A, MS-grade H_2_O + 0.1% formic acid; solvent B, 100% acetonitrile + 0.1% formic acid; constant 0.60 nL/min flow; B percentage: 0 min, 2%; 90 min, 30%, followed immediately by a 8-min plateau at 95%. MS method: M/Z range = 99.993933-1700 Th, ion mobility range = 0.6–1.6 1/K0; transfer time = 60 µs, pre-pulse storage time = 12 µs, enable high sensitivity modus = off, ion polarity = Positive, scan mode = MS/MS (Pasef); TIMS parameters: ramp time = 100 ms, accumulation time = 100 ms; PASEF parameters: ms/ms scans = 10, total cycle time = 1.167166 s, charge range = 0-5, intensity threshold for scheduling = 2,000, scheduling target intensity = 15,000, exclusion release time = 0.4 min, reconsider precursor switch = on, current/previous intensity ratio = 4, exclusion window mass width = 0.015 m/z, exclusion window v·s/cm^2^ width = 0.015 V*s/cm^2^.

### LC-MS/MS data analysis

Raw files were searched in FragPipe version 20.0 against a *Mus musculus* proteome sourced from UniProtKB. Fixed cysteine modification was set to +57.02146 (Cysteine). Variable modifications were set to +15.9949 (methionine), +42.0106 (protein N-term), +79.96633 (STY), and −17.0265 (Gln -> pyroGlu). Peptide identifications were validated using Percolator. Results were filtered in Philosopher at the protein level at FDR 1%. MS1-level peptide quantitation was performed using IonQuant with match-between-runs turned on.

FragPipe’s output was reprocessed using in-house R scripts, starting from the psm.tsv tables. MS1 intensities were renormalized to the median. The long format psm.tsv table was consolidated into a wide format peptidoform table, summing up quantitative values where necessary. Missing values were imputed using two different strategies: (i) the KNN (K-nearest neighbors) method for Missing-At-Random values within sample groups, and (ii) the QRILC (Quantile Regression Imputation of Left-Censored data) method for Missing-Not-At-Random values. Peptidoform intensity values were renormalized as follows: 1 and 2. Peptidoform-level ratios were then calculated. Protein groups were inferred from observed peptides and quantified using an in-house algorithm, which (i) computes a mean protein-level profile across samples using individual, normalized peptidoform profiles (“relative quantitation” step), (ii) following the best-flyer hypothesis, normalizes this profile to the mean intensity level of the most intense peptidoform (“unscaled absolute quantitation” step); for protein groups with at least 3 unique peptidoforms, only unique ones were used; otherwise, razor peptidoforms were also included; phosphopeptidoforms and their unmodified counterparts were excluded from the calculations. Estimated expression values were log10-converted and renormalized using the Levenberg–Marquardt procedure. Average log10 expression values were tested for significance using a one-sided moderated *t* test per sample group (limma). Significance thresholds were calculated using the Benjamini–Hochberg procedure for false discovery rate values of 10%, 20%, and 30%. For all tests, regulated protein groups were defined as those with a significant *P*-value and a log2 ratio greater than 1 for immunoprecipitation experiments, and a log2 ratio greater than 0.3 for proteomics experiments. GO-term enrichment analysis was performed using Metascape Gene Annotation & Analysis Resource (Zhou et al, 2019).

## Supplementary Material

Reviewer comments

## Data Availability

The CUT&RUN data from this publication have been deposited to the Gene Expression Omnibus (GEO) database and assigned the identifier GSE295256. The RNA-seq data from this publication have been deposited to the GEO database and assigned the identifier GSE294500. The co-immunoprecipitation mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al, 2025) partner repository with the dataset identifier PXD063339. The mass spectrometry proteomics data collected under PSME3 depletion have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD063351.

## References

[bib1] Abildgaard AB, Gersing SK, Larsen-Ledet S, Nielsen SV, Stein A, Lindorff-Larsen K, Hartmann-Petersen R (2020) Co-chaperones in targeting and delivery of misfolded proteins to the 26S proteasome. Biomolecules 10: 1141. 10.3390/biom1008114132759676 PMC7463752

[bib2] Ali I, Ruiz DG, Ni Z, Johnson JR, Zhang H, Li P-C, Khalid MM, Conrad RJ, Guo X, Min J, (2019) Crosstalk between RNA pol II C-terminal domain acetylation and phosphorylation via RPRD proteins. Mol Cell 74: 1164–1174.e4. 10.1016/j.molcel.2019.04.00831054975 PMC6588463

[bib3] Aranda JF, Reglero-Real N, Kremer L, Marcos-Ramiro B, Ruiz-Sáenz A, Calvo M, Enrich C, Correas I, Millán J, Alonso MA (2011) MYADM regulates Rac1 targeting to ordered membranes required for cell spreading and migration. Mol Biol Cell 22: 1252–1262. 10.1091/mbc.E10-11-091021325632 PMC3078064

[bib4] Auld KL, Brown CR, Casolari JM, Komili S, Silver PA (2006) Genomic association of the proteasome demonstrates overlapping gene regulatory activity with transcription factor substrates. Mol Cell 21: 861–871. 10.1016/j.molcel.2006.02.02016543154

[bib5] Aumais JP, Tunstead JR, McNeil RS, Schaar BT, McConnell SK, Lin SH, Clark GD, Yu-Lee LY (2001) NudC associates with Lis1 and the dynein motor at the leading pole of neurons. J Neurosci 21: RC187. 10.1523/JNEUROSCI.21-24-j0002.200111734602 PMC6763039

[bib7] Baldin V, Militello M, Thomas Y, Doucet C, Fic W, Boireau S, Jariel-Encontre I, Piechaczyk M, Bertrand E, Tazi J, (2008) A novel role for PA28gamma-proteasome in nuclear speckle organization and SR protein trafficking. Mol Biol Cell 19: 1706–1716. 10.1091/mbc.e07-07-063718256291 PMC2291414

[bib8] Barton LF, Runnels HA, Schell TD, Cho Y, Gibbons R, Tevethia SS, Deepe GS, Monaco JJ (2004) Immune defects in 28-kDa proteasome activator gamma-deficient mice. J Immunol 172: 3948–3954. 10.4049/jimmunol.172.6.394815004203

[bib9] Bax DV, Bernard SE, Lomas A, Morgan A, Humphries J, Shuttleworth CA, Humphries MJ, Kielty CM (2003) Cell adhesion to fibrillin-1 molecules and microfibrils is mediated by alpha 5 beta 1 and alpha v beta 3 integrins. J Biol Chem 278: 34605–34616. 10.1074/jbc.M30315920012807887

[bib10] Bhatti MZ, Pan L, Wang T, Shi P, Li L (2019) REGγ potentiates TGF-β/Smad signal dependent epithelial-mesenchymal transition in thyroid cancer cells. Cell Signal 64: 109412. 10.1016/j.cellsig.2019.10941231491459

[bib11] Biebl MM, Delhommel F, Faust O, Zak KM, Agam G, Guo X, Mühlhofer M, Dahiya V, Hillebrand D, Popowicz GM, (2022) NudC guides client transfer between the Hsp40/70 and Hsp90 chaperone systems. Mol Cell 82: 555–569.e7. 10.1016/j.molcel.2021.12.03135063133

[bib12] Blau HM, Chiu CP, Webster C (1983) Cytoplasmic activation of human nuclear genes in stable heterocaryons. Cell 32: 1171–1180. 10.1016/0092-8674(83)90300-86839359

[bib13] Byzova TV, Kim W, Midura RJ, Plow EF (2000) Activation of integrin alpha(V)beta(3) regulates cell adhesion and migration to bone sialoprotein. Exp Cell Res 254: 299–308. 10.1006/excr.1999.476510640428

[bib14] Cappello S, Monzo P, Vallee RB (2011) NudC is required for interkinetic nuclear migration and neuronal migration during neocortical development. Dev Biol 357: 326–335. 10.1016/j.ydbio.2011.07.00121771589 PMC3164498

[bib15] Carrettiero DC, Almeida MC, Longhini AP, Rauch JN, Han D, Zhang X, Najafi S, Gestwicki JE, Kosik KS (2022) Stress routes clients to the proteasome via a BAG2 ubiquitin-independent degradation condensate. Nat Commun 13: 3074. 10.1038/s41467-022-30751-435654899 PMC9163039

[bib16] Cascio P (2021) Pa28γ: New insights on an ancient proteasome activator. Biomolecules 11: 228. 10.3390/biom1102022833562807 PMC7915322

[bib17] Chen X, Barton LF, Chi Y, Clurman BE, Roberts JM (2007) Ubiquitin-independent degradation of cell-cycle inhibitors by the REGgamma proteasome. Mol Cell 26: 843–852. 10.1016/j.molcel.2007.05.02217588519 PMC2031223

[bib18] Chen H, Gao X, Sun Z, Wang Q, Zuo D, Pan L, Li K, Chen J, Chen G, Hu K, (2017) REGγ accelerates melanoma formation by regulating Wnt/β-catenin signalling pathway. Exp Dermatol 26: 1118–1124. 10.1111/exd.1339428605165

[bib19] Chen Qian, Wu Z, Shi Y, Li Z, Yang J, Qu M, Zhang S, Wang Z, Ji N, Li J, (2024) Loss of PA28γ exacerbates imbalanced differentiation of bone marrow stromal cells during bone formation and bone healing in mice. J Bone Miner Res 39: 326–340. 10.1093/jbmr/zjae01238477820

[bib20] Cioce M, Boulon S, Matera AG, Lamond AI (2006) UV-induced fragmentation of Cajal bodies. J Cell Biol 175: 401–413. 10.1083/jcb.20060409917088425 PMC2064518

[bib21] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013) Star: Ultrafast universal RNA-seq aligner. Bioinformatics 29: 15–21. 10.1093/bioinformatics/bts63523104886 PMC3530905

[bib22] Fabre B, Lambour T, Garrigues L, Ducoux-Petit M, Amalric F, Monsarrat B, Burlet-Schiltz O, Bousquet-Dubouch M-P (2014) Label-free quantitative proteomics reveals the dynamics of proteasome complexes composition and stoichiometry in a wide range of human cell lines. J Proteome Res 13: 3027–3037. 10.1021/pr500193k24804812

[bib23] Fesquet D, Llères D, Grimaud C, Viganò C, Méchali F, Boulon S, Coux O, Bonne-Andrea C, Baldin V (2021) The 20S proteasome activator PA28γ controls the compaction of chromatin. J Cell Sci 134: jcs257717. 10.1242/jcs.25771733526472

[bib24] Förster A, Masters EI, Whitby FG, Robinson H, Hill CP (2005) The 1.9 A structure of a proteasome-11S activator complex and implications for proteasome-PAN/PA700 interactions. Mol Cell 18: 589–599. 10.1016/j.molcel.2005.04.01615916965

[bib25] Fu Q, Wang W, Zhou T, Yang Y (2016) Emerging roles of NudC family: From molecular regulation to clinical implications. Sci China Life Sci 59: 455–462. 10.1007/s11427-016-5029-226965524

[bib26] Gel B, Díez-Villanueva A, Serra E, Buschbeck M, Peinado MA, Malinverni R (2016) regioneR: an R/Bioconductor package for the association analysis of genomic regions based on permutation tests. Bioinformatics 32: 289–291. 10.1093/bioinformatics/btv56226424858 PMC4708104

[bib27] Islam MA, Choi HJ, Dash R, Sharif SR, Oktaviani DF, Seog D-H, Moon IS (2020) N-Acetyl-D-Glucosamine kinase interacts with NudC and Lis1 in dynein motor complex and promotes cell migration. Int J Mol Sci 22: 129. 10.3390/ijms2201012933374456 PMC7795690

[bib28] Jonik-Nowak B, Menneteau T, Fesquet D, Baldin V, Bonne-Andrea C, Méchali F, Fabre B, Boisguerin P, de Rossi S, Henriquet C, (2018) PIP30/FAM192A is a novel regulator of the nuclear proteasome activator PA28γ. Proc Natl Acad Sci U S A 115: E6477–E6486. 10.1073/pnas.172229911529934401 PMC6048556

[bib29] Kim YJ, Björklund S, Li Y, Sayre MH, Kornberg RD (1994) A multiprotein mediator of transcriptional activation and its interaction with the C-terminal repeat domain of RNA polymerase II. Cell 77: 599–608. 10.1016/0092-8674(94)90221-68187178

[bib30] Kobayashi T, Wang J, Al-Ahmadie H, Abate-Shen C (2013) ARF regulates the stability of p16 protein via REGγ-dependent proteasome degradation. Mol Cancer Res 11: 828–833. 10.1158/1541-7786.MCR-13-020723817020 PMC3748223

[bib31] Langmead B, Salzberg SL (2012) Fast gapped-read alignment with Bowtie 2. Nat Methods 9: 357–359. 10.1038/nmeth.192322388286 PMC3322381

[bib32] Lehka L, Rędowicz MJ (2020) Mechanisms regulating myoblast fusion: A multilevel interplay. Semin Cell Dev Biol 104: 81–92. 10.1016/j.semcdb.2020.02.00432063453

[bib33] Lei Y, Huang K, Gao C, Lau QC, Pan H, Xie K, Li J, Liu R, Zhang T, Xie N, (2011) Proteomics identification of ITGB3 as a key regulator in reactive oxygen species-induced migration and invasion of colorectal cancer cells. Mol Cell Proteomics 10: M110.005397. 10.1074/mcp.M110.005397PMC320585221622897

[bib34] Lei K, Bai H, Sun S, Xin C, Li J, Chen Q (2020) Pa28γ, an accomplice to malignant cancer. Front Oncol 10: 584778. 10.3389/fonc.2020.58477833194729 PMC7662426

[bib35] Levy-Barda A, Lerenthal Y, Davis AJ, Chung YM, Essers J, Shao Z, van Vliet N, Chen DJ, Hu MC-T, Kanaar R, (2011) Involvement of the nuclear proteasome activator PA28γ in the cellular response to DNA double-strand breaks. Cell Cycle 10: 4300–4310. 10.4161/cc.10.24.1864222134242 PMC3272261

[bib36] Li X, Lonard DM, Jung SY, Malovannaya A, Feng Q, Qin J, Tsai SY, Tsai M-J, O’Malley BW (2006) The SRC-3/AIB1 coactivator is degraded in a ubiquitin- and ATP-independent manner by the REGgamma proteasome. Cell 124: 381–392. 10.1016/j.cell.2005.11.03716439211

[bib37] Li S, Jiang C, Pan J, Wang X, Jin J, Zhao L, Pan W, Liao G, Cai X, Li X, (2015) Regulation of c-Myc protein stability by proteasome activator REGγ. Cell Death Differ 22: 1000–1011. 10.1038/cdd.2014.18825412630 PMC4423183

[bib38] Liu H, Niu A, Chen S-E, Li Y-P (2011) Beta3-integrin mediates satellite cell differentiation in regenerating mouse muscle. FASEB J 25: 1914–1921. 10.1096/fj.10-17044921350117 PMC3101029

[bib39] Liu C, Zhang Y, Li J, Wang Y, Ren F, Zhou Y, Wu Y, Feng Y, Zhou Yu, Su F, (2015) p15RS/RPRD1A (p15INK4b-related sequence/regulation of nuclear pre-mRNA domain-containing protein 1A) interacts with HDAC2 in inhibition of the Wnt/β-catenin signaling pathway. J Biol Chem 290: 9701–9713. 10.1074/jbc.M114.62087225697359 PMC4392270

[bib40] Liu M, Xu Z, Zhang C, Yang C, Feng J, Lu Y, Zhang W, Chen W, Xu X, Sun X, (2021) Nudc L279P mutation destabilizes filamin A by inhibiting the hsp90 chaperoning pathway and suppresses cell migration. Front Cell Dev Biol 9: 671233. 10.3389/fcell.2021.67123334262899 PMC8273881

[bib41] Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15: 550. 10.1186/s13059-014-0550-825516281 PMC4302049

[bib42] Ma CP, Willy PJ, Slaughter CA, DeMartino GN (1993) PA28, an activator of the 20 S proteasome, is inactivated by proteolytic modification at its carboxyl terminus. J Biol Chem 268: 22514–22519. 10.1016/S0021-9258(18)41559-18226760

[bib43] Mao I, Liu J, Li X, Luo H (2008) REGgamma, a proteasome activator and beyond? Cell Mol Life Sci 65: 3971–3980. 10.1007/s00018-008-8291-z18679578 PMC11131756

[bib44] Masson P, Andersson O, Petersen UM, Young P (2001) Identification and characterization of a Drosophila nuclear proteasome regulator. A homolog of human 11 S REGgamma (PA28gamma). J Biol Chem 276: 1383–1390. 10.1074/jbc.M00737920011027688

[bib45] McCann TS, Tansey WP (2014) Functions of the proteasome on chromatin. Biomolecules 4: 1026–1044. 10.3390/biom404102625422899 PMC4279168

[bib46] Murata S, Kawahara H, Tohma S, Yamamoto K, Kasahara M, Nabeshima Y, Tanaka K, Chiba T (1999) Growth retardation in mice lacking the proteasome activator PA28gamma. J Biol Chem 274: 38211–38215. 10.1074/jbc.274.53.3821110608895

[bib47] Muratani M, Tansey WP (2003) How the ubiquitin-proteasome system controls transcription. Nat Rev Mol Cell Biol 4: 192–201. 10.1038/nrm104912612638

[bib48] Ng HH, Robert F, Young RA, Struhl K (2003) Targeted recruitment of Set1 histone methylase by elongating Pol II provides a localized mark and memory of recent transcriptional activity. Mol Cell 11: 709–719. 10.1016/s1097-2765(03)00092-312667453

[bib49] Ni Z, Xu C, Guo X, Hunter GO, Kuznetsova OV, Tempel W, Marcon E, Zhong G, Guo H, Kuo W-HW, (2014) RPRD1A and RPRD1B are human RNA polymerase II C-terminal domain scaffolds for Ser5 dephosphorylation. Nat Struct Mol Biol 21: 686–695. 10.1038/nsmb.285324997600 PMC4124035

[bib50] Nie J, Wu M, Wang J, Xing G, He F, Zhang L (2010) REGgamma proteasome mediates degradation of the ubiquitin ligase Smurf1. FEBS Lett 584: 3021–3027. 10.1016/j.febslet.2010.05.03420580715

[bib51] Osmani AH, Osmani SA, Morris NR (1990) The molecular cloning and identification of a gene product specifically required for nuclear movement in Aspergillus nidulans. J Cell Biol 111: 543–551. 10.1083/jcb.111.2.5432199460 PMC2116215

[bib52] Pecori F, Kondo N, Ogura C, Miura T, Kume M, Minamijima Y, Yamamoto K, Nishihara S (2021) Site-specific O-GlcNAcylation of Psme3 maintains mouse stem cell pluripotency by impairing P-body homeostasis. Cell Rep 36: 109361. 10.1016/j.celrep.2021.10936134260942

[bib53] Perez-Riverol Y, Bandla C, Kundu DJ, Kamatchinathan S, Bai J, Hewapathirana S, John NS, Prakash A, Walzer M, Wang S, (2025) The PRIDE database at 20 years: 2025 update. Nucleic Acids Res 53: D543–D553. 10.1093/nar/gkae101139494541 PMC11701690

[bib54] Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B, (2012) Fiji: An open-source platform for biological-image analysis. Nat Methods 9: 676–682. 10.1038/nmeth.201922743772 PMC3855844

[bib55] Steurer B, Janssens RC, Geijer ME, Aprile-Garcia F, Geverts B, Theil AF, Hummel B, van Royen ME, Evers B, Bernards R, (2022) DNA damage-induced transcription stress triggers the genome-wide degradation of promoter-bound Pol II. Nat Commun 13: 3624. 10.1038/s41467-022-31329-w35750669 PMC9232492

[bib56] Sun J, Luan Y, Xiang D, Tan X, Chen H, Deng Q, Zhang J, Chen M, Huang H, Wang W, (2016) The 11S proteasome subunit PSME3 is a positive feedforward regulator of NF-κB and important for host defense against bacterial pathogens. Cell Rep 14: 737–749. 10.1016/j.celrep.2015.12.06926776519 PMC4740229

[bib57] Vasyutina E, Martarelli B, Brakebusch C, Wende H, Birchmeier C (2009) The small G-proteins Rac1 and Cdc42 are essential for myoblast fusion in the mouse. Proc Natl Acad Sci U S A 106: 8935–8940. 10.1073/pnas.090250110619443691 PMC2682539

[bib58] Wang Q, Gao X, Yu T, Yuan L, Dai J, Wang W, Chen G, Jiao C, Zhou W, Huang Q, (2018) REGγ controls hippo signaling and reciprocal NF-κB-YAP regulation to promote colon cancer. Clin Cancer Res 24: 2015–2025. 10.1158/1078-0432.CCR-17-298629437787

[bib59] Welk V, Coux O, Kleene V, Abeza C, Trümbach D, Eickelberg O, Meiners S (2016) Inhibition of proteasome activity induces formation of alternative proteasome complexes. J Biol Chem 291: 13147–13159. 10.1074/jbc.M116.71765227129254 PMC4933230

[bib60] Wu Y, Zhang Y, Zhang H, Yang X, Wang Y, Ren F, Liu H, Zhai Y, Jia B, Yu J, (2010) p15RS attenuates Wnt/{beta}-catenin signaling by disrupting {beta}-catenin·TCF4 Interaction. J Biol Chem 285: 34621–34631. 10.1074/jbc.M110.14879120739273 PMC2966078

[bib61] Xu J, Zhou L, Ji L, Chen F, Fortmann K, Zhang K, Liu Q, Li K, Wang W, Wang H, (2016) The REGγ-proteasome forms a regulatory circuit with IκBɛ and NFκB in experimental colitis. Nat Commun 7: 10761. 10.1038/ncomms1076126899380 PMC4764899

[bib62] Yaffe D, Saxel O (1977) Serial passaging and differentiation of myogenic cells isolated from dystrophic mouse muscle. Nature 270: 725–727. 10.1038/270725a0563524

[bib63] Zannini L, Lecis D, Buscemi G, Carlessi L, Gasparini P, Fontanella E, Lisanti S, Barton L, Delia D (2008) REGgamma proteasome activator is involved in the maintenance of chromosomal stability. Cell Cycle 7: 504–512. 10.4161/cc.7.4.535518235248

[bib64] Zannini L, Buscemi G, Fontanella E, Lisanti S, Delia D (2009) REGgamma/PA28gamma proteasome activator interacts with PML and Chk2 and affects PML nuclear bodies number. Cell Cycle 8: 2399–2407. 10.4161/cc.8.15.908419556897

[bib65] Zhang Z, Zhang R (2008) Proteasome activator PA28 gamma regulates p53 by enhancing its MDM2-mediated degradation. EMBO J 27: 852–864. 10.1038/emboj.2008.2518309296 PMC2265109

[bib66] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, (2008) Model-based analysis of ChIP-seq (MACS). Genome Biol 9: R137. 10.1186/gb-2008-9-9-r13718798982 PMC2592715

[bib67] Zhang C, Zhang W, Lu Y, Yan X, Yan X, Zhu X, Liu W, Yang Y, Zhou T (2016) NudC regulates actin dynamics and ciliogenesis by stabilizing cofilin 1. Cell Res 26: 239–253. 10.1038/cr.2015.15226704451 PMC4746604

[bib68] Zhang Q, Vashisht AA, O’Rourke J, Corbel SY, Moran R, Romero A, Miraglia L, Zhang J, Durrant E, Schmedt C, (2017) The microprotein Minion controls cell fusion and muscle formation. Nat Commun 8: 15664. 10.1038/ncomms1566428569745 PMC5461507

[bib69] Zhou T, Aumais JP, Liu X, Yu-Lee L-Y, Erikson RL (2003) A role for Plk1 phosphorylation of NudC in cytokinesis. Dev Cell 5: 127–138. 10.1016/s1534-5807(03)00186-212852857

[bib70] Zhou Y, Zhou B, Pache L, Chang M, Khodabakhshi AH, Tanaseichuk O, Benner C, Chanda SK (2019) Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat Commun 10: 1523. 10.1038/s41467-019-09234-630944313 PMC6447622

[bib71] Zhou L, Yao L, Zhang Q, Xie W, Wang X, Zhang H, Xu J, Lin Q, Li Q, Xuan Y, (2020) REGγ controls Th17 cell differentiation and autoimmune inflammation by regulating dendritic cells. Cell Mol Immunol 17: 1136–1147. 10.1038/s41423-019-0287-031511643 PMC7784850

[bib72] Zhu X-J, Liu X, Jin Q, Cai Y, Yang Y, Zhou T (2010) The L279P mutation of nuclear distribution gene C (NudC) influences its chaperone activity and lissencephaly protein 1 (LIS1) stability. J Biol Chem 285: 29903–29910. 10.1074/jbc.M110.10549420675372 PMC2943274

[bib73] Zhu C, Kong Z, Wang B, Cheng W, Wu A, Meng X (2019) ITGB3/CD61: A hub modulator and target in the tumor microenvironment. Am J Transl Res 11: 7195–7208. 31934272 PMC6943458

How the deposited data were processed for this re-analysis (not part of the article)

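The series holds CUT&RUN libraries of C2C12 myoblasts, either cycling or after 48 h of differentiation. Of its 21 libraries, 14 entered the comparisons: 3 replicates each of PSME3 and H3K4me3 in cycling cells, and 1 library of each antibody in each of 4 day 2 preparations. The 7 IgG libraries were not analysed here. The 2 pooled lists of cycling cells were used as the authors' own pooled peak calls. RNA sequencing, proteomics and imaging were not analysed here.

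The authors trimmed the reads with Trim Galore, aligned them with Bowtie2 and called peaks with MACS2. The paper's text does not name versions, options, the control library or the genome build. The deposited lists have no header and have the layout of MACS2 broad peaks. For each peak the authors give a fold enrichment, which is a ratio to the background that MACS2 estimated, and the -log10 of its p-value and q-value. All listed peaks have a q-value under 0.1. Fold enrichment and q-values are the authors' own values and were used to describe, rank or filter peaks within one list. The lists hold no read numbers, so the depth is unknown. A deeper library passes the threshold at weaker sites, so numbers of peaks in different libraries depend on depth as well as on binding.

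Overlaps, random placements and tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Peaks overlapped when they shared at least 1 bp, as in the paper. The paper's permutation test used regioneR. Here it was written in Python, with 1000 random placements over the span of each chromosome covered by any list, and the smallest p it can give is 0.001. Comparisons of 3 against 3 libraries used an exact permutation test, with a smallest p of 0.1, and comparisons within 3 replicates an exact sign-flip test, with a smallest p of 0.25. PSME3 and H3K4me3 libraries share replicate numbers, and whether the numbers pair them was checked over 19 autosomes, by a measure chosen after the data were seen. The deviations of the log2 share of peaks per autosome from the mean of the replicates had a Pearson r of 0.538, 0.552 and 0.264 between the PSME3 and H3K4me3 libraries of replicates 1, 2 and 3, so libraries of the same number deviated together. PSME3 replicate 1 also had an r of 0.521 with H3K4me3 replicate 3, and PSME3 replicate 3 one of 0.254 with H3K4me3 replicate 1, so the measure sets replicate 2 apart and does not tell replicates 1 and 3 from each other. Binomial intervals are Clopper-Pearson intervals at 95% and cover counting error only.

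The overlap functions were tested on simulated data. For a simulated list of 5812 PSME3 peaks made with an overlap of 60.0% with the H3K4me3 peaks, the share found was 60.0%. Of 100 unrelated lists of 500 peaks, 4% had a p of at most 0.05. The simulated peaks outside H3K4me3 were picked with the same overlap function, and the unrelated lists with the same random placement as the test. These checks therefore cover the code, and not whether random placement suits real peaks.

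Genes were taken from a table of 49997 genes of GRCm38.p6. The design called for distances to transcription start sites, but the table gives no strand. The distance of 1 kb was therefore taken to the nearer gene boundary, start or end, and shares near a boundary are not the promoter shares of the paper's ChIPseeker annotation. Peaks on unplaced sequences have no gene in the table and count as outside genes. The paper's ChIPseeker tables were held only in part, the first 1999 peaks each, and served only to check the build.

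The peaks named in the text were chosen by a rule fixed before the data were examined. They are the 5 PSME3 peaks with the highest fold enrichment among those in all 3 replicate lists, the 5 with the highest fold enrichment among those without H3K4me3, the PSME3 peaks in the regions drawn in Fig 1A and Fig 1E, and the PSME3 peaks found in all 4 day 2 preparations. A peak that this rule selects is not reported here. The genes of some proteins the paper names, Psme3, Rprd1a, Psme3ip1, Nudc, Myadm, Itgb3 and Myog, were also looked up. The alternatives were: a q-value of at most 0.05 or 0.01, an overlap of at least 50% of the peak, the peak centre, peaks found in at least 2 replicates, other random placements, each replicate left out, and a boundary distance of 3 kb or protein-coding genes alone. Further alternatives were the replicate block, the merged union of the replicate lists, the pooled cycling H3K4me3 list in place of that of the same replicate or preparation, as many H3K4me3 peaks with the smallest q-values as there are PSME3 peaks, H3K4me3 peaks matched on width, -log10 q in place of fold enrichment, H3K4me3 peaks that hold exactly 1 PSME3 peak, and day 2 PSME3 peaks as a percent of H3K4me3 peaks. These were fixed together with the rule, apart from 1 that is named as added where its value is given.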

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

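The test of whether the remaining day 2 peaks rank high among cycling peaks was chosen before its result was seen, and the other tests in these paragraphs after.

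The paper's text does not describe where the peaks of day 2 cells lie. The frozen native day 2 list had 181 peaks at pooled cycling PSME3 sites, against 0.356 expected from random placement. Of its 186 peaks, 14 were also peaks of a fresh preparation, so places listed as peaks in every preparation account for no more than these. The frozen native peaks also differed in kind from the 11 places found in all 4 preparations, since 169 of the 186 overlapped a pooled cycling H3K4me3 peak and 10 of the 11 did not. The fresh lists hold 41 peaks together, so signal at the other places that stayed under their threshold is not excluded. The cycling sites that kept a day 2 peak had a median percentile of 96.3 in -log10 q among all pooled cycling peaks, where a choice of sites unrelated to strength would give a value near the middle. This is consistent with a signal lowered at all sites so that the strongest ones stay above the threshold. Lower binding in every cell, a share of cells that had not differentiated, and a lower depth would each give this ranking, and no value here separates them. Differentiation itself remains among the open explanations.

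At 11 places, PSME3 peaks were found in all 4 day 2 preparations. All 11 were also in the pooled cycling PSME3 list, and 10 had no H3K4me3 peak in the pooled cycling list. The exception was the peak at the boundary of Fbrs on chromosome 7. They include a peak over Rn18s-rs5 and AY036118 on chromosome 17 from 39842997 to 39848832, a peak at Lars2 on chromosome 9 from 123461794 to 123462194, and 2 peaks on the mitochondrial chromosome. The others lay within Gm36876, Gphn, Cmss1 and Filip1l, Camk1d and Cdk8, and outside genes on chromosome 3. A candidate explanation is a signal that does not depend on the antibody. It called for these places to be peaks with the H3K4me3 antibody in all 4 preparations as well, and 3 of the 11 were, so the test did not come out as this explanation called for. All 11 were peaks with that antibody in at least 1 of the 4 preparations, although 10 had no H3K4me3 peak in cycling cells, and this goes with the explanation. Absence from a peak list can also follow from the depth and threshold of that library, so it excludes nothing, and the IgG libraries that would answer this were not analysed here. Antibody-independent signal and binding of PSME3 cannot be told apart at these places.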

How the results depend on the processing

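The overlap of PSME3 with H3K4me3 peaks in the pooled lists kept its direction and its side of the threshold under every alternative run, from 92.4 to 98.0% of PSME3 peaks. The overlap within replicates and the position of PSME3 peaks near the centre of H3K4me3 peaks also kept theirs, and PSME3 peaks were fewer than H3K4me3 peaks in every alternative run. The share of day 2 PSME3 peaks at cycling PSME3 sites did so in all 4 preparations. All alternatives but 1, named as added, were among those set in advance.

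The number of pooled PSME3 peaks fell from 5812 to 3037 with a q-value of at most 0.01 and to 837 for peaks of at least 2 replicates. It ranged from 1337 to 2954 when pooled peaks had to overlap a peak of at least 1 replicate that remained after leaving one out, the lowest value being that without replicate 3. These settings drop peaks by construction. The share of pooled peaks found in at least 2 replicate lists was 6.73% when at least 50% of the pooled peak had to be covered and 26.3% for pooled peaks with a q-value of at most 0.01, against 14.4%.

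The share of peaks near a gene boundary was higher for PSME3 than for H3K4me3 by 6.96 percentage points in the pooled lists. Against the 5812 H3K4me3 peaks with the smallest q-values the difference was -34.0 percentage points. A wider peak comes closer to a boundary by its width alone, so an alternative was added after seeing that value, in which the peak centre had to lie within 1 kb of a boundary in both lists. The difference was then -12.8 percentage points, so the order stayed reversed among the H3K4me3 peaks with the smallest q-values. Over all pooled peaks, the peak centre gave 16.1 percentage points (57.4% against 41.3%), and a distance of 3 kb, protein-coding genes or a q-value of at most 0.01 gave 8.24, 8.36 and 8.41. The reversal thus came with the choice of H3K4me3 peaks, and not with the use of the peak centre. Across the fits that each left out one replicate, the difference of the replicate means ranged from -1.09 to 20.7 percentage points. Without replicate 2, whose H3K4me3 list was the longest, it changed sign. In that list, the 21761 peaks found in neither other replicate had a share of 14.0% near a boundary, against 61.3% for the others, which lowered its share to 36.2%.

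The difference in H3K4me3 fold enrichment between peaks with and without PSME3 was 1.99 on the log2 scale and 0.063 after matching on width, so that nearly all of it goes with peak width. The Spearman rho between the fold enrichments of shared peaks was 0.029, with -0.020 for peaks of at least 2 replicates and 0.130 for -log10 q, and the cause was not tested. Against the pooled cycling H3K4me3 list in place of the list of the same preparation, the overlap of day 2 PSME3 peaks with H3K4me3 went from 65.2% to 8.70% in fresh native cells, where it was no longer past the threshold (one-sided permutation test, p = 0.1399), and from 94.4% to 16.7% in fresh crosslinked cells (p = 0.018, same permutation test). In frozen native and frozen crosslinked cells it was 90.9% and 75.3% against the cycling list. The cause was not tested.

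PSME3 and H3K4me3 libraries share replicate numbers. With the replicate block, a paired exact sign-flip permutation, the difference in peak number was -24465 (p = 0.25) and that in boundary share 10.4 percentage points (p = 0.75), and the block changed no call. With 3 libraries per group neither test can pass a threshold of 0.05, so these p-values say nothing about stability.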

Other observations

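The test of how strength relates to the support of pooled peaks was chosen before its result was seen, and the other tests in these paragraphs after.

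PSME3 peaks were scarce on chromosome X. Of the 524 pooled H3K4me3 peaks there, 25 (4.77%) overlapped a PSME3 peak, against 22.7% on the autosomes. The PSME3 replicate lists had 5, 0 and 16 peaks on chromosome X in replicates 1, 2 and 3, and the 4 day 2 lists together had 0. Weaker or narrower H3K4me3 peaks on chromosome X do not account for this: autosomal peaks of the same width and fold enrichment classes would give 116.7 peaks with PSME3 (binomial SD 9.16), and 25 were seen. Fewer reads per base on chromosome X is a candidate explanation, on which the comparisons run point in different directions. It called for weak H3K4me3 peaks to need a higher fold enrichment on chromosome X than on every autosome, and this held in 0 of 3 replicates. The comparisons that follow were added after that outcome was seen. That measure followed the extra peaks of replicate 2 across autosomes with a Spearman rho of -0.83 in replicate 2 and -0.75 in replicate 3, but of -0.44 in replicate 1. In another comparison, the number of H3K4me3 peaks in replicate 2 relative to replicates 1 and 3 was -0.01 on the log2 scale for chromosome X, below all 19 autosomes (0.50 to 2.00), which is the direction that fewer reads would give. The explanation therefore remains open. No biological explanation was tested.

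Many pooled PSME3 peaks were in no replicate list, which the paper does not report. With the pooled peaks ranked by -log10 q and divided into 4 classes of equal size, 88.4% of the highest class were found in at least 1 replicate list, against 22.8% of the lowest. The pooled q-values come from the same reads as the replicate lists, so this order follows largely from how the lists were made and is no evidence on why the other peaks were missed. Peaks too weak to pass the threshold in a single library and background that adds up when replicates are pooled cannot be told apart. No biological explanation was tested.

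H3K4me3 replicate 2 had 40999 peaks, of which 21761 overlapped no peak of the other replicates. These had a median fold enrichment of 2.61, against 5.96 for the rest of the list, and 14.0% lay near a gene boundary, against 61.3%. Across 19 autosomes, the log2 ratio of peak numbers in replicate 2 to the mean of replicates 1 and 3 followed the log2 ratio of peak numbers in crosslinked to native day 2 H3K4me3 libraries (Spearman rho 0.912 and Pearson r 0.939, two-sided permutation test, p = 1e-05 for each, the smallest p that 100000 resamples can give). Without the 2 autosomes farthest from the median, r was 0.895. The values are consistent with extra weak peaks on chromosomes with more reads per base, but the read density itself was not measured, and autosomes are not independent replicates. No biological explanation was tested.

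Some of the genes whose proteins the paper names were looked up. The pooled PSME3 list had 1 peak in or within 1 kb of Psme3ip1 and 1 at Nudc, 2 at Myadm and 2 at Itgb3, and 0 at Psme3, Rprd1a and Myog. The highest fold enrichment at any of these genes was 2.97, at Psme3ip1, close to the median of 2.92 for the pooled list. Among them, Psme3ip1 alone had a peak in more than 1 replicate list, and Psme3 had 1 peak in replicate 3. None of these genes had a PSME3 peak in the 4 day 2 lists.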
